# The engineered CD80 variant fusion therapeutic davoceticept combines checkpoint antagonism with conditional CD28 costimulation for anti-tumor immunity

**DOI:** 10.1038/s41467-022-29286-5

**Published:** 2022-04-04

**Authors:** Mark F. Maurer, Katherine E. Lewis, Joseph L. Kuijper, Dan Ardourel, Chelsea J. Gudgeon, Siddarth Chandrasekaran, Sherri L. Mudri, Kayla N. Kleist, Chris Navas, Martin F. Wolfson, Mark W. Rixon, Ryan Swanson, Stacey R. Dillon, Steven D. Levin, Yengo Raymond Kimbung, Masato Akutsu, Derek T. Logan, Björn Walse, Kristine M. Swiderek, Stanford L. Peng

**Keywords:** Recombinant protein therapy, Cancer immunotherapy, Recombinant protein therapy

## Abstract

Despite the recent clinical success of T cell checkpoint inhibition targeting the CTLA-4 and PD-1 pathways, many patients either fail to achieve objective responses or they develop resistance to therapy. In some cases, poor responses to checkpoint blockade have been linked to suboptimal CD28 costimulation and the inability to generate and maintain a productive adaptive anti-tumor immune response. To address this, here we utilize directed evolution to engineer a CD80 IgV domain with increased PD-L1 affinity and fuse this to an immunoglobulin Fc domain, creating a therapeutic (ALPN-202, davoceticept) capable of providing CD28 costimulation in a PD-L1-dependent fashion while also antagonizing PD-1 - PD-L1 and CTLA-4–CD80/CD86 interactions. We demonstrate that by combining CD28 costimulation and dual checkpoint inhibition, ALPN-202 enhances T cell activation and anti-tumor efficacy in cell-based assays and mouse tumor models more potently than checkpoint blockade alone and thus has the potential to generate potent, clinically meaningful anti-tumor immunity in humans.

## Abstract (web summary)

CD28 costimulatory signalling can be suppressed by immune checkpoints, such as CTLA-4 and PD-1. Here the authors describe the design of the fusion therapeutic davoceticept (ALPN-202), based on a variant CD80 extracellular domain engineered to bind PD-L1 as well as CD28 and CTLA-4, providing direct T cell costimulation and dual checkpoint inhibition to enable anti-tumor immune responses.

## Introduction

Immune checkpoint inhibitors (CPI) targeting the CTLA-4—CD80/CD86 and PD-1–PD-L1 pathways have demonstrated significant clinical activity in many cancers, either as monotherapy or in combination with current standard of care regimens^1^. Despite the impressive clinical outcomes achieved for some cancers, many patients fail to respond to CPI entirely, or the observed response lacks durability due to the development of acquired resistance^2^. Primary and acquired resistance to immunotherapy is the subject of intensive research, with several proposed tumor-intrinsic and extrinsic mechanisms implicated, including increased expression of metabolic mediators, impaired antigen presentation and T cell activation, recruitment of immunosuppressive cells, modulation of immune checkpoints, and impaired IFNγ signaling, among others^3^. To overcome these obstacles, rationally designed combinations of drugs targeting multiple inhibitory and costimulatory pathways will likely be required. In support of this concept, preclinical data demonstrating the distinct and synergistic mechanisms of CTLA-4 and PD-1 blockade^4,5^ have translated into improved clinical activity and patient outcomes in randomized trials in melanoma and renal cell carcinoma^6,7^. More recently, several groups have demonstrated that CTLA-4 and PD-1 inhibition works either directly or indirectly through suppression of CD28 costimulatory signaling^8–10^ and lack of sufficient T cell costimulation in the tumor microenvironment may be involved in primary or acquired resistance to CPI^11–15^. This raises the possibility that an approach combining CPI with CD28 costimulation could be more potent than CPI alone.

Intriguingly, CD80 not only has a well-documented role modulating T cell responses via the CTLA-4 and CD28 co-receptors, but also recently has been demonstrated to bind PD-L1 *in cis* on the surface of antigen-presenting cells (APC)^16,17^. While the significance of the CD80–PD-L1 interaction to the frequency and durability of clinical responses to CPI is still under active investigation, the importance of this family of proteins to the regulation of immune responses makes this interaction of high interest. Recent data suggest that CD80, when bound to PD-L1 *in cis*, appears to retain the ability to costimulate CD28 while blocking PD-L1 engagement with PD-1^18,19^, suggesting that the relative expression levels of each of these receptors likely contributes to the overall costimulatory/coinhibitory activity of an APC^20^.

Building on these observations, we report herein the use of a yeast surface display directed evolution platform^21^ to selectively engineer a CD80 IgV domain for increased affinity for PD-L1 and CD28 relative to wild type (WT) CD80, while maintaining the ability to bind CTLA-4. The selected CD80 IgV domain is fused to an inert Fc domain to become a tri-specific therapeutic agent, ALPN-202 (davoceticept), capable of antagonizing CTLA-4 and PD-1 and delivering a PD-L1-dependent T cell costimulatory signal, and potentially improving upon CPI standard of care therapies in multiple oncology indications.

## Results

### Engineering of CD80 via directed evolution

The WT CD80 extracellular domain (ECD) is comprised of a membrane-proximal IgC domain and a distal IgV domain. To engineer variant CD80 Ig domains (vIgDs) with high affinity for PD-L1, we generated CD80 ECD and IgV-only libraries via error-prone PCR and screened the novel variants using yeast surface display as described^21^. Screening consisted of sorting and selection by binding the CD80 vIgDs to varying concentrations of Fc-dimers of CTLA-4, CD28, and PD-L1. Multiple rounds of library generation and sorting, with further mutagenesis between rounds, were conducted to generate a panel of CD80 vIgDs with improved affinity for PD-L1 and CD28. The vIgDs were fused to Fc-coding regions containing previously described mutations to reduce Fc receptor interactions^22,23^, transfected into mammalian HEK293 cells, expressed, and purified as CD80 vIgD Fc-fusion proteins. The CD80 vIgDs were screened for binding to PD-L1, CD28, and CTLA-4, and tested for in vitro and in vivo function (Supplementary Fig. 1). An IgV-only CD80 vIgD Fc-fusion protein with higher affinity for both PD-L1 and CD28 relative to WT CD80 ECD was identified and designated ALPN-202 (Fig. 1a).

**Fig. 1:**
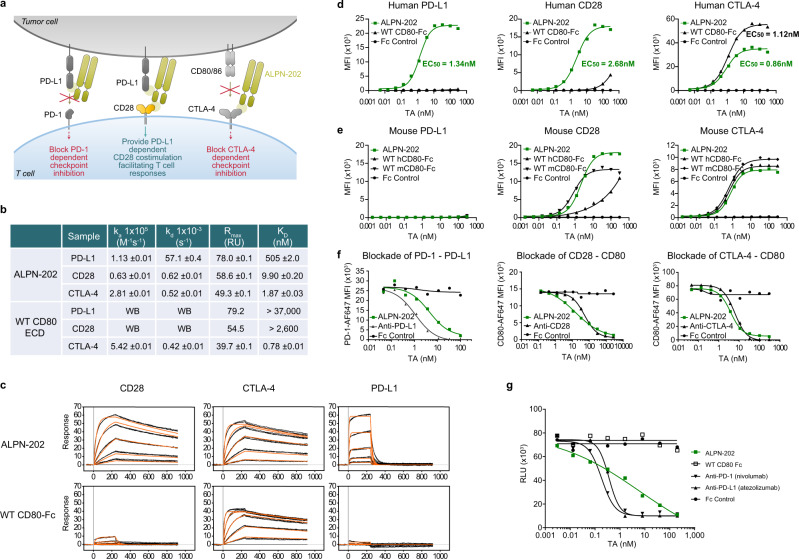
ALPN-202, a variant CD80 IgV domain Fc fusion, binds human PD-L1, CD28, and CTLA-4 with high affinity. **a** Schematic illustrating the three mechanisms of action of ALPN-202: blockade of PD-1–PD-L1 interaction, PD-L1-dependent CD28 costimulation, and blockade of CTLA-4–CD80/CD86 interactions. **b**, **c** Affinity measurements of ALPN-202 and WT CD80-Fc to monomeric wild type PD-L1, CD28, and CTLA-4 were determined by surface plasmon resonance (SPR). Sensorgrams are shown in black lines and results from non-linear least squares regression analysis of the data in orange lines. Sensorgrams were global fit to a 1:1 binding model for triplicate injections of human CD28, CTLA-4, and PD-L1 against captured ALPN-202 and WT CD80-Fc surfaces. For the weak CD28–WT CD80-Fc and PD- L1–WT CD80-Fc interactions, the theoretical Rmax was used as a fixed parameter in the global fit to estimate the KD. WB, weak binding; WT, wild type; ECD, extracellular domain. **d**, **e** ALPN-202 binding to CHO cells stably expressing human or mouse PD-L1, CD28, or CTLA-4. ALPN-202 displayed higher affinity for human PD-L1 and CD28, and comparable affinity for CTLA-4, relative to WT CD80-Fc. ALPN-202 did not bind to mouse PD-L1 but did bind mouse CD28 and CTLA-4 with comparable affinity as WT mouse CD80-Fc. TA test article; MFI median fluorescent intensity. **f** ALPN-202 blocked binding of PD-1-AF647 to cell surface PD-L1 and CD80-AF647 to cell surface CD28 and CTLA-4 to CD80 measured by flow cytometry. **g** ALPN-202 blocked human PD-L1-mediated recruitment of SHP-2 to PD-1 in a cell-based assay. RLU, relative luminescence units. Experiments in (**d**–**g**) were conducted two times and data shown are representative. Source data are provided as a Source Data file.

### ALPN- 202 binds PD-L1 with higher affinity than WT CD80 and blocks PD-1 interaction

The binding affinity of ALPN-202 to its three counter-structures, PD-L1, CD28, and CTLA-4, was determined by surface plasmon resonance (SPR) (Fig. 1b) and compared to WT CD80 ECD-Fc. The affinity of ALPN-202 for PD-L1, CD28, and CTLA-4 was 505 nM, 9.9 nM, and 1.87 nM, respectively, under the experimental conditions used. ALPN-202 binding to monomeric PD-L1 demonstrated a rapid on-rate, as well as a relatively rapid off-rate (Fig. 1c). The WT CD80 ECD-Fc binding K_D_ for CTLA-4 was 0.78 nM, slightly higher than ALPN-202, while the interactions with PD-L1 and CD28 were relatively weak with affinities estimated at >37,000 nM and >2600 nM, respectively.

ALPN-202 binding to cell-surface human (Fig. 1d) and mouse (Fig. 1e) PD-L1, CD28, and CTLA-4, on transduced Chinese hamster ovary (CHO) cells was measured by flow cytometry and compared to that of WT human or mouse CD80 ECD-Fc. Despite the off-rate observed by SPR, ALPN-202 binding to PD-L1^+^ cells was dramatically increased relative to WT CD80 ECD-Fc (EC50 of 1.34 nM and out of range (OOR) respectively) suggesting that avidity plays a factor in increasing the duration of interaction with PD-L1. In agreement with the SPR data, the binding affinity of ALPN-202 for CD28 was also increased relative to that of WT CD80 ECD-Fc (EC50 values of 2.68 nM and >100 nM, respectively). Lastly, ALPN-202 bound CTLA-4 with comparable affinity as WT CD80 ECD-Fc (EC50 values of 0.86 nM and 1.12 nM respectively), but with a lower maximum mean fluorescence intensity (MFI). We speculate that the differences in observed binding to CD28 and CTLA-4 by ALPN-202 may be due to differences in the dimerization behavior caused by removing the IgC domain and inclusion of a mutation in the CD80 vIgD near the CD28/CTLA-4 binding site. Overall, this binding profile to the human counter-structures is consistent with the positive selection scheme used during the directed mutagenesis and variant selection. When we assessed binding to mouse counter-structures, we observed that ALPN-202 bound CD28 and CTLA-4 with EC50 values comparable to WT mouse CD80 ECD-Fc, but there was no measurable binding to mouse PD-L1 (Fig. 1e).

The ability of ALPN-202 to block PD-1–PD-L1, CD80–CTLA-4, and CD80–CD28 interactions was tested by flow cytometry and compared to blocking antibodies to PD-L1 (atezolizumab), CD28, and CTLA-4 (ipilimumab) (Fig. 1f). ALPN-202-mediated blockade of WT PD-1-Fc binding to PD-L1 was slightly weaker than atezolizumab. ALPN-202-mediated blockade of WT CD80 interactions with CD28 and CTLA-4 was comparable to the CD28 and CTLA-4 antibodies, respectively.

To further confirm that ALPN-202 functionally blocks the PD-1–PD-L1 interaction, we ran a cell-based assay measuring recruitment of SHP-2 to the PD-1 intracellular domain following ligation with PD-L1 (Fig. 1g). ALPN-202 bound PD-L1 and inhibited SHP-2 recruitment in a dose-dependent manner, though with a higher EC50 than either anti-PD-1 (nivolumab) or anti-PD-L1 (atezolizumab) (6.24 nM, 0.18 nM, and 0.36 nM, respectively) suggesting that ALPN-202 may not block PD-1–PD-L1 interaction as potently as either antibody, at least in this assay.

### Characterization of PD-L1-dependent CD28 costimulation

Given that ALPN-202 binds PD-L1 with higher affinity than WT CD80 ECD-Fc, we developed a primary T cell activation assay that employs an artificial APC (aAPC) comprised of K562 cells expressing either membrane-anchored anti-CD3 single-chain Fv (maOKT3)^24^, full-length human PD-L1, or both. Co-culturing primary T cells with different aAPCs allowed us to characterize the capacity of ALPN-202 to induce PD-L1-dependent CD28 costimulation. When the aAPC expressed only maOKT3, ALPN-202 did not increase IL-2 production by T cells above TCR stimulation alone (Fig. 2a). To demonstrate that ALPN-202 activity was costimulatory as opposed to overtly stimulatory (i.e., a CD28 superagonist), we co-cultured T cells with aAPCs expressing PD-L1 but lacking maOKT3. In this experiment, ALPN-202 failed to induce IL-2, demonstrating that a T cell receptor (TCR) signal is required to enable the PD-L1-dependent CD28 costimulation (Fig. 2b). However, when the aAPC expressed both maOKT3 and PD-L1, ALPN-202 strongly enhanced IL-2 production (Fig. 2c). The level of IL-2 production was significantly increased relative to PD-1–PD-L1 blockade alone, suggesting more than simple blockade of an inhibitory signal. To demonstrate that the observed activity requires simultaneous binding of CD28 on the T cells and PD-L1 on the aAPC, we combined ALPN-202 with either blocking antibodies to CD28 or PD-L1 (Fig. 2d). In both cases, ALPN-202-mediated IL-2 induction was potently inhibited.

**Fig. 2:**
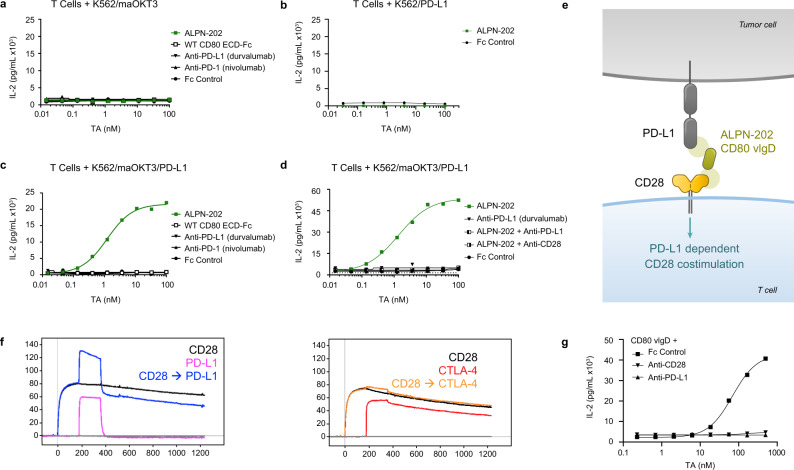
CD28 costimulation by ALPN-202 requires TCR activation and co-binding to PD-L1. Primary human T cells, were co-cultured for 24 h with test articles (TA) and K562 cell artificial antigen-presenting cells (aAPC) expressing membrane anchored anti-CD3 clone OKT3 (maOKT3), PD-L1, or both. **a** In the absence of PD-L1 to anchor ALPN-202 on the aAPC, no increase in IL-2 was detected above background. **b** In the absence of TCR stimulation (via maOKT3), no increase in IL-2 was observed. **c** When both maOKT3 and PD-L1 were present on the aAPC, ALPN-202 (green line) induced a strong dose-dependent costimulatory signal above that of WT CD80 ECD-Fc or PD-(L)1 blockade alone. WT wild type; ECD extracellular domain. **d** The costimulatory activity of ALPN-202 was inhibited when combined with blocking antibodies to either PD-L1 or CD28, confirming the requirement for dual binding to induce costimulation. **e** Schematic illustrating how a monomeric (no Fc) CD80 variant Ig domain (vIgD) binds PD-L1 and engages CD28 in trans. **f** Overlaid SPR sensorgrams for two paired serial injections of monomeric CD28 (black line) followed by PD-L1 (blue line) or CTLA-4 (orange line) against ALPN-202 surfaces. Data were collected using two serial 180 s, 1500 nM injections. Single analyte injections of PD-L1 (pink line) or CTLA-4 (red line) were made by pairing with blank buffer injections. **g** Primary T cells were co-cultured with K562/maOKT3/PD-L1 cells and a titration of the monomeric ALPN-202 CD80 vIgD with saturating anti-PD-L1 antibody, anti-CD28 antibody, or Fc control for 24 h. For (**a**–**d**), and (**f**), each data point is mean concentration of IL-2 for each sample run in duplicate wells. Data shown are representative of three separate donors run independently. Source data are provided as a Source Data file.

We additionally conducted cytokine release assays developed to predict the CD28 superagonist activity of therapeutics in preclinical development^25,26^. In these assays, incubation of ALPN-202 (either plate bound or in solution) with high-density PBMC cultures from multiple donors failed to induce any cytokine release above negative control molecules (Supplementary Fig. 2).

To more fully characterize its costimulatory activity, we tested ALPN-202 at submaximal TCR stimulation by co-culturing T cells with K562/PD-L1 cells and a titration of anti-CD3 and compared activity to anti-PD-1, anti-CTLA-4, or agonist anti-CD28. In addition to secreted IL-2, we examined intracellular IL-2 production and upregulation of CD25 expression, a commonly used activation marker responsive to CD28 costimulation (Supplementary Fig. 3). ALPN-202 increased secreted and intracellular IL-2 as well as upregulated CD25 in a dose- and anti-CD3-dependent manner comparable to the control CD28 agonist antibody. In all cases, ALPN-202 induced a stronger response than anti-PD-L1, anti-CTLA-4, or dual CPI, consistent with the costimulatory activity of ALPN-202.

### Monomeric CD80 vIgDs can simultaneously bind CD28 and PD-L1

Recent publications have suggested that when CD80 is bound to PD-L1 in *cis*, it maintains the ability to bind CD28 in *trans* and induce costimulatory activit*y*^18,19^. To confirm these findings and to better understand the ALPN-202 mechanism of action, we sought to determine if a single CD80 IgV domain could simultaneously bind PD-L1 and CD28 and induce a PD-L1-dependent CD28 costimulatory signal (Fig. 2e). Using SPR, ALPN-202 was captured to a sensor chip and then sequentially co-injected with CD28 followed by PD-L1 or CTLA-4 (Fig. 2f). PD-L1, but not CTLA-4, bound ALPN-202 in the presence of saturating amounts of CD28, indicating separate binding surfaces.

To test if a single CD80 vIgD (no Fc) was able to induce a PD-L1-dependent CD28 costimulatory signal, primary human T cells were co-cultured with an aAPC expressing maOKT3 and PD-L1 for 24 h, and a titration of monomeric CD80 vIgD in the presence of saturating anti-CD28 or anti-PD-L1 (Fig. 2g). The monomeric CD80 vIgD induced IL-2 in a dose-dependent manner, indicating CD28 costimulatory activity. As observed with intact ALPN-202, combining the monomeric CD80 vIgD with anti-PD-L1 or anti-CD28 completely abrograted the induction of IL-2 above TCR stimulation alone.

### Crystal structure of ALPN-202 vIgD:PD-L1 complex

The CD80 vIgD from ALPN-202 was co-crystallized with WT PD-L1 ECD and used to determine the structure of the CD80 vIgD:PD-L1 complex (PDB: 7TPS). The structure shows that the CD80 vIgD interacts with the IgV domain of the PD-L1 ECD (Fig. 3a, Supplementary Table 1). Alignment of the CD80 vIgD:PD-L1 structure with the existing structure of the CD80:CTLA-4 binding complex (PDB: 1I8L), and aligning CD28 (PDB: 1YJD) to CTLA-4 using the MYPPPY motif^27,28^ as an anchor, demonstrates that the CD80 vIgD binds PD-L1 on the face opposite the binding site of CTLA-4 and CD28 (Fig. 3b). Thus, the CD80 vIgD domain of ALPN-202 appears capable of simultaneously binding both PD-L1 and either CD28 or CTLA-4, consistent with the binding and functional activity shown above.

**Fig. 3:**
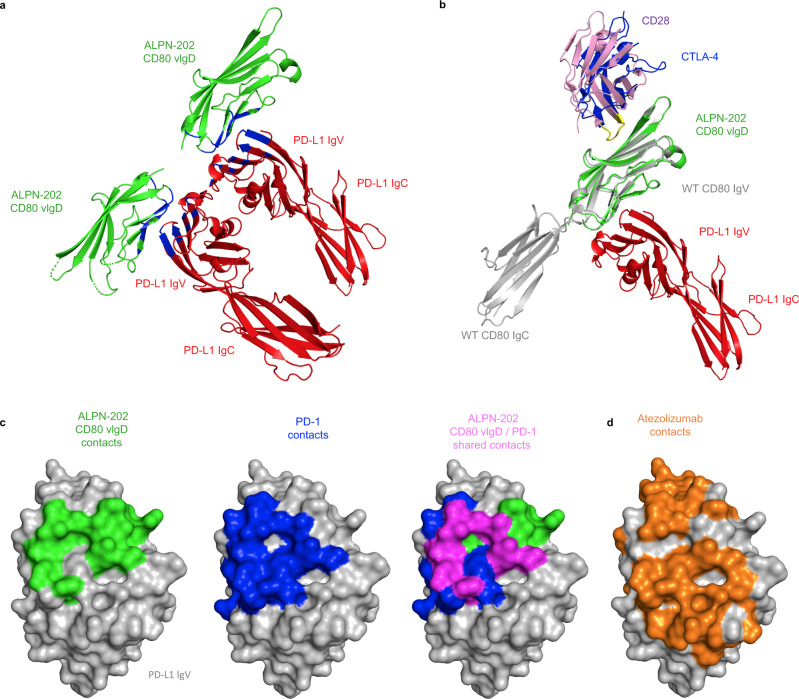
Crystal Structure of ALPN-202 CD80 vIgD complexed with the wild type PD-L1 ECD. **a** Representative ribbon structure from the ALPN-202 CD80 variant Ig domain (vIgD) (green) and wild type (WT) PD-L1 extracellular domain (ECD) (red) crystal structure with the interface contact residues indicated in blue (PDB: 7TPS) **b** Model alignments of one subunit (Chain A and Chain B) of the ALPN-202 CD80 vIgD (green)/PD-L1 ECD (red) asymmetric unit aligned with wild type CD80 ECD (gray)/CTLA-4 ECD (blue) (PDB: 1I8L) and CD28 (pink) (PDB: 1YJD). The CD28 and CTLA-4 MYPPPY motifs are indicated in yellow. **c** Comparison of ALPN-202 CD80 vIgD binding contacts in green, PD-1 binding contacts in blue (PDB: 4ZQK) and ALPN-202 and PD-1 common contacts indicated in magenta mapped onto the surface of PD-L1 IgV domain (gray). **d** Atezolizumab (orange) contacts mapped to the same surface as PD-1 and ALPN-202 CD80 vIgD contact residues on the surface of PD-L1 IgV (gray).

The contact surface between PD-L1 and the CD80 vIgD overlays the contact surface of PD-L1 and PD-1, demonstrating how ALPN-202 blocks PD-1–PD-L1 binding (Fig. 3c). In all, PD-1 makes 17 contacts with PD-L1 (PDB: 4ZQK) and the CD80 vIgD from ALPN-202 makes 13 contacts with PD-L1, with 7 of these being shared residues (highlighted in purple, Fig. 3c). Atezolizumab contact residues on PD-L1^29^ (Fig. 3d) indicate that the ALPN-202 CD80 vIgD contacts PD-L1 at an overlapping epitope.

The ALPN-202 CD80 vIgD contains seven amino acid substitutions located throughout the CD80 IgV domain (Supplementary Fig. 4a), including sites at or near the known IgV-IgC interface, the IgV–IgV homodimer interface^30^, and the CTLA-4/CD28 binding interface^31–33^ (Supplementary Fig. 4b). In an effort to understand the functional relevance of each mutation, we produced a set of CD80 vIgDs starting with wild-type CD80 where each of the mutations was added alone or in combination. A subset of these proteins was then assessed for changes in binding affinity (Supplementary Fig. 4c). Some mutations specifically affect binding to PD-L1 (i.e. E35D and M47L) while others appear to contribute in combination (i.e. V68M). Some of the other mutations did not appear to directly influence binding to PD-L1 and may contribute more to protein stability or CD28 and CTLA-4 binding. Additional work is needed to more fully understand how each mutation contributes individually and in combination to the activity and stability of ALPN-202.

### PD-L1 on M2c macrophages enables ALPN-202-mediated CD28 costimulation

Many tumors are highly infiltrated by CD163^+^ M2c pro-tumorigenic macrophages which actively suppress anti-tumor immune responses by: upregulation of PD-L1, downregulation of CD80/86, and release immunosuppressive cytokines and metabolism-altering factors like IDO and NO^13,34,35^. To determine if endogenously expressed PD-L1 on M2c macrophages is sufficient to enable ALPN-202-mediated CD28 costimulation, we developed an in vitro co-culture assay combining primary T cells, sub-maximal anti-CD3 antibody and in vitro-differentiated PD-L1^+^ M2c macrophages expressing little to no CD80 or CD86 (Supplementary Fig. 5). In this assay, ALPN-202 potently increased CD4^+^ and CD8^+^ T cell proliferation and IL-2 production (Fig. 4a–c) more potently than blockade of the PD-1–PD-L1 pathway alone. Additionally, when combined with anti-CD28 or anti-PD-L1 blocking antibodies, the costimulatory activity of ALPN-202 was significantly abrogated, suggesting that, consistent with our proposed mechanism of action, the enhanced response required simultaneous binding of both PD-L1 and CD28 (Fig. 4d).

**Fig. 4:**
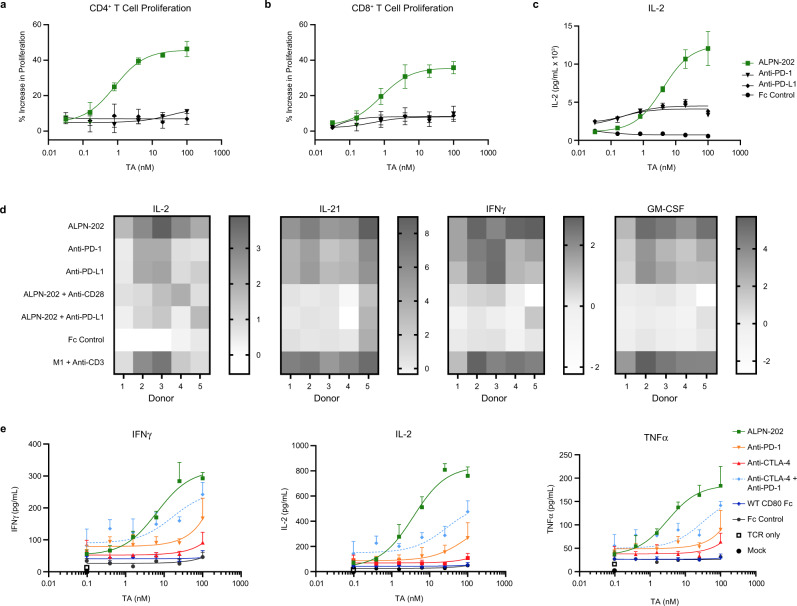
ALPN-202 increases T cell activation more potently than CPI alone in the presence of PD-L1^+^ suppressive M2c macrophages. Primary human T cells were co-cultured with in vitro-derived M2c macrophages and a titration of ALPN-202 or anti-PD-1, PD-L1, or CTLA-4 blocking antibodies. ALPN-202 induced (**a**) CD4^+^ T cell proliferation, (**b**) CD8^+^ T cell proliferation, and (**c**) IL-2 secretion in a dose-dependent manner more potently than CPI alone. Proliferation data shown are mean percent increase relative to Fc control and is from a representative donor (*n* = 5 donors). Error bars are SD from triplicate wells. TA test article. **d** ALPN-202 activity increased expression of IL-2, IL-21, IFNγ, and GM-CSF in cell culture supernatants and is dependent on binding to PD-L1 and CD28. Data are shown as fold-increase (dark shade) or decrease (white) with respect to untreated control (M2c + anti-CD3). Data shown are from five donors and were collected in two independent experiments. M1 proinflammatory M1 macrophages. **e** To compare ALPN-202 activity to PD-1, CTLA-4, or dual checkpoint inhibition (CPI), E6 TCR^+^ T cells were co-cultured with M2c macrophage and SCC152/hPD-L1^+^ tumor cells for 24 h. Mean ± SD for IFNγ, IL-2, and TNFα was quantitated from triplicate wells. Data are representative of four donors tested in two independent experiments. E6 TCR—T cell receptor specific for E6 peptide. Source data are provided as a Source Data file.

To compare ALPN-202 to dual PD-1 and CTLA-4 checkpoint blockade in an in vitro setting, we co-cultured primary human E6 TCR transgenic T cells (human papilloma virus (HPV) E6 peptide-specific) with autologous M2c macrophages and PD-L1-expressing SCC152 human tumor cells at a 1:1:1 ratio. (Fig. 4e). In all four donors tested, ALPN-202 induced elevated IFNγ, IL-2, and TNFα in a dose-dependent manner more effectively than single or double checkpoint blockade alone, demonstrating the CD28 costimulatory activity of ALPN-202.

### ALPN-202 monotherapy demonstrates potent anti-tumor activity in vivo

The anti-tumor activity of ALPN-202 was initially tested in a syngeneic MC38 mouse colorectal adenocarcinoma solid tumor model (Fig. 5a). A small but significant decrease in tumor growth, comparable to CTLA-4 blockade alone, was observed. We hypothesized that ALPN-202 was unable to induce CD28 costimulation in this model because of its inability to bind mouse PD-L1 and thus the anti-tumor activity was only due to ALPN-202’s ability to bind and block CTLA-4. To address this, we stably transduced MC38 cells with human PD-L1 (MC38/hPD-L1) and used these cells to study the mechanistic activity of ALPN-202 in vivo. Using this model, the anti-tumor activity of ALPN-202 was significantly improved relative to WT CD80 Fc (Fig. 5b) or anti-human PD-L1 treatment (Fig. 5c).

**Fig. 5:**
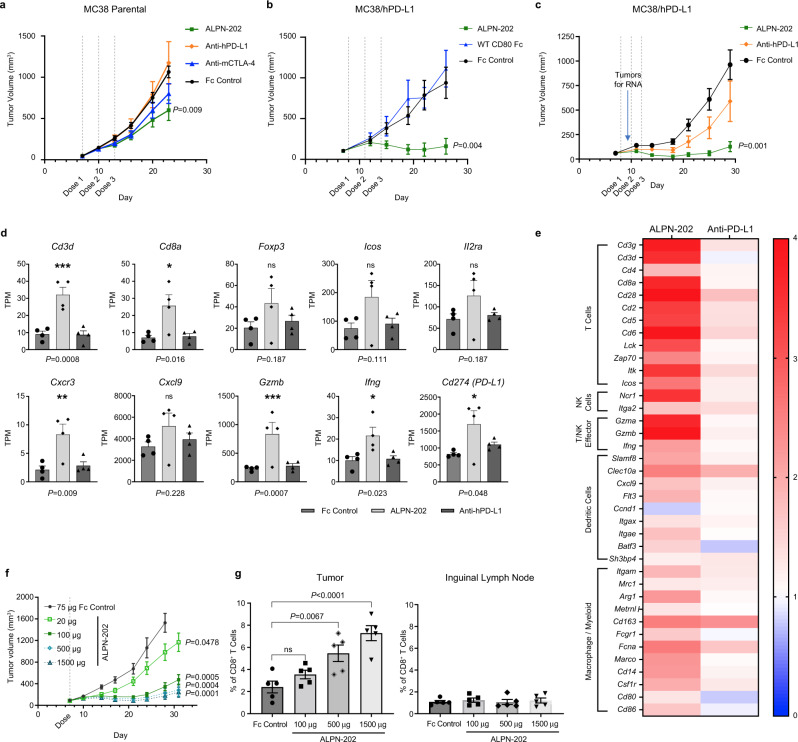
ALPN-202 demonstrates potent and dose-dependent anti-tumor activity in vivo in a MC38/human PD-L1 tumor model. **a** ALPN-202 induced a small but significant decrease in tumor growth relative to Fc control in a parental MC38 tumor model. (*n* = 10 mice/group). **b**, **c** In MC38/hPD-L1 tumor studies, ALPN-202-mediated anti-tumor activity (green) was superior to wild type WT CD80 ECD-Fc (blue), anti-PD-L1 (durvalumab, orange), or isotype control (black) (*n* = 10 mice/group). WT wild type; ECD extracellular domain. **d** A subset of tumors from study shown in (**c**) were harvested 72 h after the first dose and RNAseq performed. Transcripts per kilobase million reads (TPM) of select genes for individual tumors are shown. Individual points represent TPM for individual tumor samples and bars indicate mean values ± SEM. **e** Signature transcripts from the indicated immune cell populations were identified using the ImmGen Population Comparison application [https://www.immgen.org/ImmGenpubs.html]. The heatmap compares the fold increase (red) or decrease (blue) in mean transcript levels of either ALPN-202-treated or anti-PD-L1 treated tumors relative to Fc-control-treated tumors (*n* = 4 tumor samples per group). **f** ALPN-202-treated MC38/hPD-L1 tumors (*n* = 12 mice/group) showed a dose-dependent increase in anti-tumor activity. **g** 72 h after treatment there was a dose-dependent increase in intratumoral p15E^+^ tumor antigen-specific CD8^+^ T cells. No change was observed in inguinal lymph nodes. *N* = 5 samples from each group (individual symbols) and bar height indicates mean percentage of p15E^+^ CD8^+^ T cells. Error bars are SEM. Gating strategy is summarized in Supplementary Fig. 7. Statistical significance was determined by one-way ANOVA with Dunnett’s multiple comparisons test (**d**, **g**) or by repeated-measures two-way ANOVA for treatment effects (**a**, **b**, **c**, **f**). *P* values shown are ALPN-202 vs Fc control. For all studies except (**f**, **g**), antibodies and ALPN-202 were treated at 100 µg/dose while Fc control was 75 µg/dose. For all graphs, the means ± SEM are shown. Source data are provided as a Source Data file.

### Characterization of ALPN-202 activity in the tumor microenvironment

To more comprehensively understand ALPN-202-induced changes within the tumor, we profiled changes in gene expression by RNAseq on MC38/hPD-L1 tumors 72 h after a single dose of ALPN-202, anti-PD-L1, or Fc control (Fig. 5c). 

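RNA from 12 MC38/hPD-L1 tumors was sequenced, 4 from mice given ALPN-202, 4 from mice given the anti-human PD-L1 antibody durvalumab and 4 from mice given an Fc control. MC38 is a mouse colorectal adenocarcinoma line, which in this model carries human PD-L1 because ALPN-202 did not bind mouse PD-L1. ALPN-202 and anti-PD-L1 were dosed at 100 µg and the Fc control at 75 µg on day 8, and tumors were taken 72 h later. Bulk tumor RNA mixes the transcripts of tumor cells, infiltrating immune cells, stroma and any adjoining tissue, so a higher level of a T cell gene can come from more T cells or from more transcript per cell.

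The authors generated full-length cDNA, sequenced single reads, aligned them to the mouse genome and deposited raw counts per gene together with TPM, which are corrected for gene length and library total. The Methods name STAR as the aligner and htseq-count as the counter, whereas the submitters' processing notes list TopHat 1.4.1 and HTSeq 0.4.1, with genome build NCBIM37. Total counts per tumor were 6790794 to 10692817 in the Fc control group (median 8967385), 3988266 to 10320376 in the ALPN-202 group (median 8589724) and 8778710 to 10448187 in the anti-PD-L1 group (median 9961686). Each TPM column summed to between 999019 and 999706, so the deposited values were scaled by the length-corrected total of each tumor.

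The counts were normalized by TMM and tested with edgeR's quasi-likelihood test in 1 fit of all 12 tumors, over the 14142 genes that passed edgeR's expression filter. Gene lists, comparisons and alternative settings were fixed before the data were examined, but the values of the paper's figures had been seen. Several lists, among them those of T cells, cytotoxic effectors and NK cells, share genes with Fig. 5d, Fig. 5e or Supplementary Data 1. The study reports those genes from these same tumors, so tests of such lists are not independent of its choice. The libraries of Fc control replicate 1 and ALPN-202 replicate 4 stood apart from the other 10. Genes with transcripts of up to 1337 bases were higher in these libraries than in the median tumor by a median log2 difference of 0.96 and 1.35, and genes with transcripts of at least 5976 bases were lower, at -0.95 and -0.99. Ribosomal protein genes, which are short, took 3.22% and 5.23% of their counts, against 1.27% to 1.83% in the other tumors. Counts of genes are therefore also given without these 2 libraries, an alternative chosen after seeing the data.

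**Figure D1:**
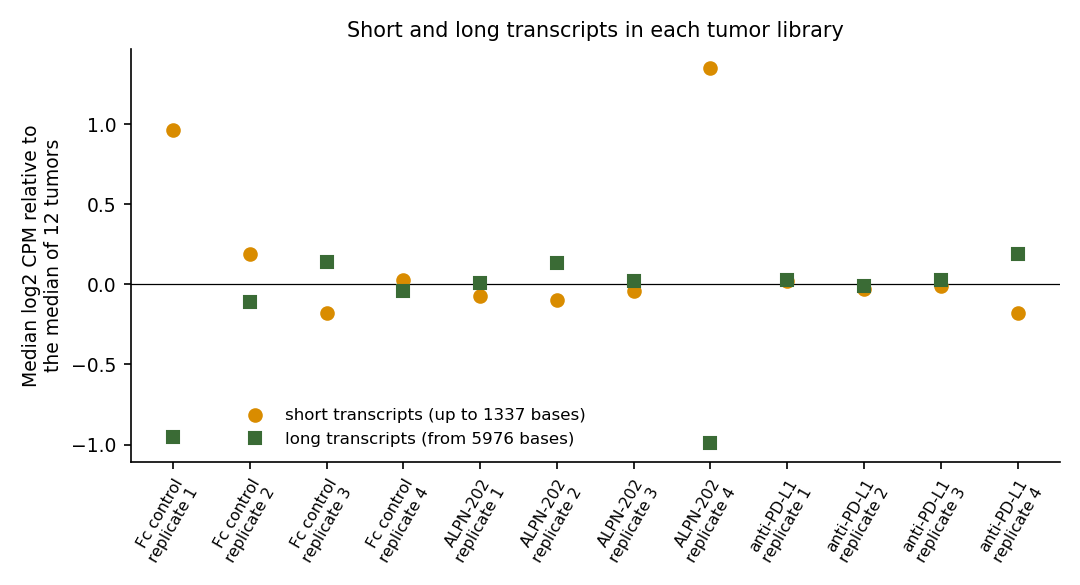
Median log2 CPM, counts scaled to the TMM-normalized library total, of genes with short and with long transcripts in each of the 12 tumor libraries, relative to the median of the 12 tumors. Circles are transcripts of up to 1337 bases and squares transcripts of at least 5976 bases. In Fc control replicate 1 and ALPN-202 replicate 4 the short transcripts lie at 0.96 and 1.35 and the long transcripts at -0.95 and -0.99.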

Anti-PD-L1 treated tumors were not statistically different from controls; however, ALPN-202-treated tumors showed increased expression of genes associated with an effective T cell-driven anti-tumor response (Fig. 5d). In addition to significantly increased T cell lineage transcripts (e.g., *Cd3d* and *Cd8a*) and effector genes (e.g., *Gzmb* and *Ifng*), we also observed a trend toward increased T cell activation markers (e.g., *Icos*, *Il2ra*). 

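Genes of T cells, cytotoxic effectors and NK cells were higher as groups in ALPN-202-treated than in Fc-control tumors. All 21 genes listed for the T cell lineage and T cell receptor complex had a positive log2 fold change, with a median of 1.83, and 21 were higher when adjusted over the list alone (0 when adjusted over all 14142 genes, 16 by DESeq2). Among them were Cd8b1, the CD8 β chain (log2 fold change 2.31, standard error 0.50, adjusted p = 0.283 from edgeR), and Cd28, the costimulatory receptor engaged by CD80 (2.22, standard error 0.44, adjusted p = 0.283 from edgeR). All 14 cytotoxic effector genes were positive with a median of 1.39, and 11 were higher when adjusted over the list alone (0 over all genes, 4 by DESeq2); perforin, Prf1, was at 1.44 (standard error 0.32). All 9 inhibitory receptor genes of T cells were positive with a median of 1.32, and 7 were higher when adjusted over the list alone (0 over all genes, 4 by DESeq2). They include Pdcd1, which encodes PD-1, at 1.89 (standard error 0.46), and Ctla4 at 1.51 (standard error 0.39).

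All 10 genes of T cell activation and costimulation were positive with a median of 1.18, and 5 were higher when adjusted over the list alone (0 over all genes, 2 by DESeq2). All 8 NK cell markers were positive with a median of 1.38, and 5 were higher when adjusted over the list alone (0 over all genes, 2 by DESeq2), with the activating receptor Klrk1 at 1.55 (standard error 0.38). The camera test of each list, with an estimated correlation between its genes, gave an adjusted p of 0.0389 for the T cell, cytotoxic, inhibitory receptor and NK cell lists and of 0.0433 for the activation list. The 6 regulatory T cell markers had a median of 1.09, with 0 higher when adjusted over the list alone, and did not pass (adjusted p = 0.135 with an estimated correlation). Set against anti-PD-L1-treated tumors, ALPN-202-treated tumors were higher in the same 5 lists that passed, with medians of 1.59 for the T cell list and 1.59 for the cytotoxic list and an adjusted p of 0.0388 from camera with an estimated correlation in each.

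Between anti-PD-L1-treated and Fc-control tumors the medians of these lists ranged from -0.21 for cytotoxic effectors to 0.45 for regulatory T cell markers, and none of the 26 lists passed (lowest adjusted p = 0.967 with an estimated correlation). With the preset correlation, the adipocyte (median 3.04), epithelial (2.86), endothelial (0.59) and fibroblast (0.34) lists were higher and the keratinocyte (-1.75), skeletal muscle (-0.22) and cell cycle (-0.19) lists lower, and each of these calls was lost at that p with an estimated correlation. Adipocyte markers stood far above the median tumor in Fc control replicate 4 (log2 difference 3.35), ALPN-202 replicate 4 (3.58), anti-PD-L1 replicate 2 (6.26) and anti-PD-L1 replicate 4 (4.13), and epithelial genes were high in the same tumors (2.87, 2.86, 5.54 and 3.06).

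Gene by gene, edgeR called 0 of 14142 genes in ALPN-202 against Fc control at an adjusted p under 0.05 (smallest 0.283). At an unadjusted p under 0.05, 1018 were higher and 280 lower, where chance alone would give 707 in all on average. How far this number varies by chance when genes vary together was not tested, so no excess is claimed. DESeq2 called 186 higher and 43 lower, and edgeR called 365 higher and 63 lower without ALPN-202 replicate 4, and 787 higher and 287 lower without the 2 libraries with a length trend, where no list passed camera with an estimated correlation (lowest adjusted p = 0.188) and 13 passed fry. Without these 2 libraries the list medians were 1.96 for T cell, 1.69 for cytotoxic, 1.49 for inhibitory receptor, 1.36 for activation and 1.67 for NK cell genes. None was below its value over all 12 tumors, but the choice of libraries favors this. ALPN-202 replicate 4 was the lowest ALPN-202 tumor in the T cell, inhibitory receptor, activation and NK cell lists. Fc control replicate 1 was the highest Fc control in the cytotoxic, inhibitory receptor and NK cell lists. In anti-PD-L1 against Fc control edgeR called 0 genes, with 203 higher and 89 lower at an unadjusted p under 0.05, fewer than the 707 of chance, and DESeq2 and edgeR without the 2 libraries also called 0. In ALPN-202 against anti-PD-L1 edgeR called 0 genes, with 965 higher and 350 lower at an unadjusted p under 0.05, DESeq2 called 153 higher and 42 lower, and edgeR without the 2 libraries called 647 higher and 101 lower, again with no list past camera with an estimated correlation (lowest adjusted p = 0.146). From the levels of selected genes in individual tumors (Fig. 5d), the paper states that anti-PD-L1-treated tumors did not differ statistically from controls and that ALPN-202-treated tumors had a gene expression pattern of a T cell response against the tumor.

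**Figure D2:**
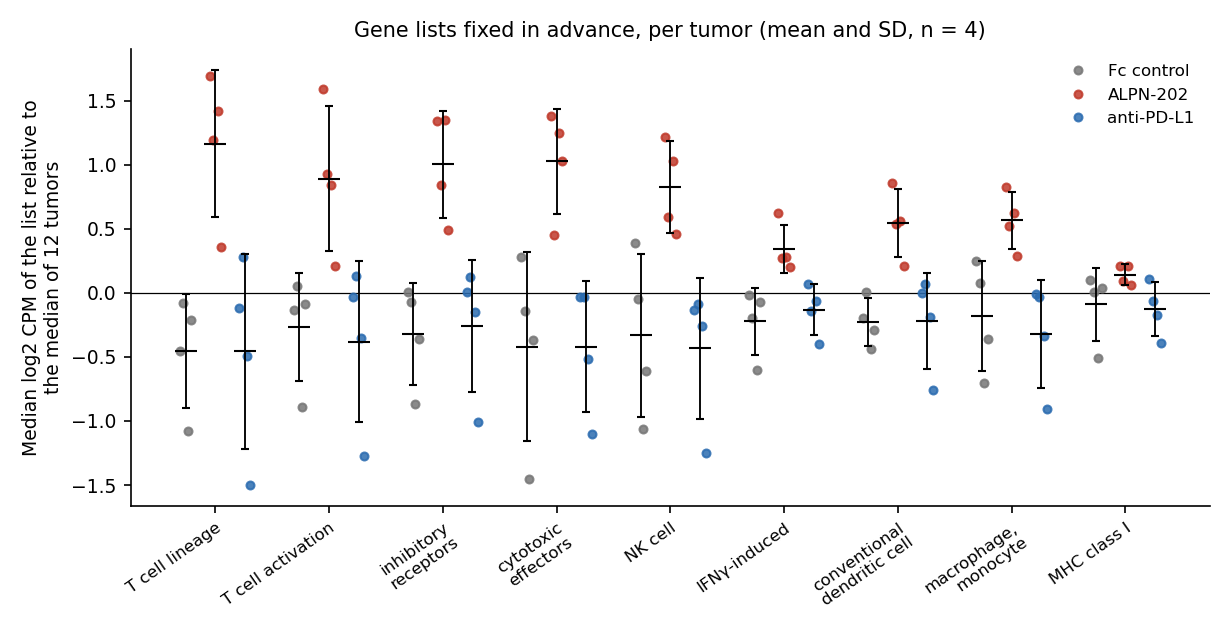
Median log2 CPM of 9 gene lists in each tumor, relative to the median of the 12 tumors, for Fc control, ALPN-202 and anti-PD-L1. Points are tumors and black bars are the mean and SD (n = 4). For the T cell lineage list the ALPN-202 tumors lie between 0.36 and 1.69, above all 4 Fc control tumors (-1.08 to -0.08), whereas for MHC class I genes ALPN-202 (0.06 to 0.21) and Fc control (-0.51 to 0.1) tumors overlap.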

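In the deposited TPM, Cd3d, the δ chain of the T cell receptor-associated CD3 complex, averaged 32.2 ± 8.62 (SD, n = 4 tumors) with ALPN-202, 9.09 ± 3.54 (SD, n = 4) with Fc control and 8.67 ± 4.70 (SD, n = 4) with anti-PD-L1. The gene lies on chromosome 9 of NCBIM37 from 44789876 to 44795135. Cd8a, the CD8 α chain (chromosome 6, 71323421 to 71329165), averaged 25.7 ± 12.96 TPM (SD, n = 4) with ALPN-202 and 7.03 ± 2.69 (SD, n = 4) with Fc control. Gzmb, the cytotoxic protease granzyme B (chromosome 14, 56877693 to 56881097), averaged 152.6 ± 77.5 TPM (SD, n = 4) and 38.6 ± 7.99 (SD, n = 4). Ifng, which encodes IFNγ (chromosome 10, 117878103 to 117882948), averaged 21.6 ± 7.87 TPM (SD, n = 4) and 10.03 ± 3.60 (SD, n = 4).

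Cd3d, Gzmb and Ifng were higher in every ALPN-202 tumor than in any Fc-control tumor (exact two-sided permutation test, p = 0.0286, the smallest that 4 tumors against 4 allow). This ordering arises by chance in 1.43% of genes. For Cd8a the exact permutation p was 0.0571. After adjustment over the 10 genes of Fig. 5d, p was 0.0952 for Cd3d, Gzmb and Ifng and 0.114 for Cd8a (exact permutation tests, Benjamini-Hochberg), so 0 of 10 passed on TPM. Since no p can lie below 0.0286, a gene can pass this adjustment only when enough of the 10 reach 0.0286 together. The 0 therefore says little about any single gene. Dunnett's comparison on TPM, the test the paper names, put 6 of the 10 past 0.05 (Cd3d, Cd8a, Cxcr3, Gzmb, Ifng and Cd274), and the exact permutation test on TMM-normalized CPM also put 6 past (Cd3d, Cd8a, Cxcr3, Cxcl9, Gzmb and Cd274). The edgeR log2 fold changes were 2.00 for Cd3d (standard error 0.60, adjusted p = 0.338), 1.98 for Gzmb (standard error 0.36, adjusted p = 0.283), 1.25 for Ifng (standard error 0.46, adjusted p = 0.405) and 1.89 for Cd8a (standard error 0.42, adjusted p = 0.283). DESeq2 called Cd3d, Cd8a and Gzmb (adjusted p = 0.0397, 0.00353 and 0.000181) and did not call Ifng (adjusted p = 0.148). Cd3d, a short gene, was highest in ALPN-202 replicate 4 on CPM (46.95, the other ALPN-202 tumors 13.71 to 24.31), where short transcripts were high. On simulated counts 30.5% of DESeq2's calls were false, against 3.5% of edgeR's, so DESeq2 calls here and elsewhere are the weaker evidence.

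Among activation markers, Icos, an inducible costimulatory receptor of the CD28 family (chromosome 1, 61034771 to 61057164), averaged 14.2 ± 9.44 TPM (SD, n = 4) with ALPN-202 and 5.42 ± 2.77 (SD, n = 4) with Fc control (exact permutation p = 0.143). Il2ra, the IL-2 receptor α chain (chromosome 2, 11564419 to 11614818), averaged 7.22 ± 4.14 TPM (SD, n = 4) and 3.77 ± 1.15 (SD, n = 4; exact permutation p = 0.171). In both genes 3 of 4 ALPN-202 tumors lay above every Fc-control tumor. All 10 genes of Fig. 5d were higher in edgeR when adjusted over the list alone, but the study selected the genes it shows, so this is not independent evidence of their direction. Against Fc control, 0 of the 10 genes passed in anti-PD-L1-treated tumors on TPM, on CPM or with Dunnett's comparison.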

One mouse in the ALPN-202 treated group did not show elevated T cell activation or other markers of immune response and we speculate that this animal may not have received a full dose of ALPN-202. 

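T cell and effector transcripts varied between the ALPN-202-treated tumors. ALPN-202 replicates 1, 2 and 3 lay above every Fc-control tumor in 10 of the 10 genes of Fig. 5d, and ALPN-202 replicate 4 did so in 3 of 10 and was the lowest of the ALPN-202 tumors in 8 of 10. These tallies are on TPM. On TMM-normalized CPM, replicate 4 lay above every Fc-control tumor in 7 of 10 genes and was again the lowest in 8. Replicates 1, 2 and 3 lay above in 10, 9 and 9. Between tumors, TPM and CPM of a gene differ only in how each library is scaled, since its length is the same in all. In replicates 1, 2, 3 and 4, Cd8a was at 39.9, 24.8, 29.4 and 8.70 TPM, where the Fc-control tumors ranged from 4.56 to 10.39, but on CPM replicate 4 was at 24.4, above the highest Fc-control tumor (15.3). Icos was at 24.4, 15.7, 15.3 and 1.57 TPM, below the lowest Fc-control tumor (2.96) in replicate 4, but on CPM replicate 4 was at 4.57, above the lowest Fc-control tumor (3.69). Gzmb was at 254.3, 142.8, 147.7 and 65.5 TPM, above the highest Fc-control tumor (44.8) in replicate 4 as well. Cd3d was at 39.6, 23.6, 25.9 and 39.5 TPM and Ifng at 32.6, 17.3, 14.9 and 21.7 TPM, so replicate 4 was not the lowest for these genes, whose longest transcripts have 1323 and 1207 bases.

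The T cell, activation, inhibitory receptor, cytotoxic, NK cell and regulatory T cell lists together held 68 genes tested. Replicate 4 was below the mean of the other 3 ALPN-202 tumors in 48 of them and above it in 20, with a median log2 difference of -0.62 in CPM. With the trend on transcript length removed from every library it was below in 56 and above in 12, with a median of -1.2. Relative to Fc control replicate 1, the other library with high short and low long transcripts, the same genes were higher in 56 of 68, with a median log2 difference of 0.59, where the other 3 ALPN-202 tumors had a median of 1.24. Replicate 4 had the smallest total of the 12 libraries, 3988266 counts. The paper does not say which of the 4 tumors came from the mouse it describes.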

There was also an increase in a broad array of dendritic cell- and macrophage-related transcripts (Fig. 5e) including chemokines known to recruit T and NK cells (e.g., *Cxcl9*). 

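Genes of conventional dendritic cells were higher as a group in ALPN-202-treated than in Fc-control tumors, and those of macrophages and monocytes were all above 0 in fold change but passed camera against Fc control with the preset correlation only. Of 14 markers of conventional dendritic cells, 13 had a positive log2 fold change against Fc control, with a median of 0.98, and 8 were higher when adjusted over the list alone (0 over all genes tested with edgeR, 3 by DESeq2; adjusted p = 0.0389 from camera with an estimated correlation). Examples are Xcr1, the chemokine receptor of cross-presenting dendritic cells, at 2.27 (standard error 0.57), Clec9a at 1.69 (standard error 0.36) and Irf8, a transcription factor of this lineage, at 0.88 (standard error 0.23), with edgeR adjusted p of 0.297, 0.283 and 0.297. All 19 macrophage and monocyte markers were positive with a median of 0.74, and 2 were higher when adjusted over the list alone (0 over all genes, 2 by DESeq2; adjusted p = 0.0539 with an estimated correlation, 0.0248 by fry). Without the 2 libraries with a length trend neither list passed camera with an estimated correlation, at medians of 1.02 and 0.97 and with 5 dendritic cell and 9 macrophage genes past edgeR over all genes. Against anti-PD-L1-treated tumors both lists were higher, with a median of 0.95 for dendritic cells (7 higher when adjusted over the list alone, adjusted p = 0.0388 with an estimated correlation) and of 0.89 for macrophages (13 higher when adjusted over the list alone, adjusted p = 0.0424 with an estimated correlation). Against Fc control, Ly6c2, a marker of inflammatory monocytes, was at 1.67 (standard error 0.41) and Cd68 at 0.79 (standard error 0.27).

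Fig. 5e shows fold changes in mean transcript levels, in a unit that its legend does not name. As ratios of mean TPM to Fc control, 12 of 12 of its macrophage or myeloid genes (1.27 to 2.57), 8 of 9 dendritic cell genes (0.8 to 2.52), 12 of 12 T cell genes (1.81 to 4.79), 2 of 2 NK cell genes and 3 of 3 T/NK effector genes were above 1 with ALPN-202. The exception was Ccnd1, cyclin D1, at 0.8, whose log2 fold change of -0.20 (standard error 0.15) did not pass. Among myeloid genes, Arg1 was at 2.2, Cd14 at 2.2 and Fcna at 2.57. With anti-PD-L1, 9 of 12 macrophage or myeloid, 8 of 9 dendritic cell, 11 of 12 T cell, 2 of 2 NK cell and 3 of 3 T/NK effector ratios were above 1. Adjusted over the list alone in edgeR, 12 of 12 T cell, 1 of 1 NK cell, 3 of 3 T/NK effector, 1 of 9 dendritic cell and 2 of 12 macrophage or myeloid genes were higher, none of them over all genes tested. The paper took signature transcripts from the ImmGen resource, and its text does not say whether these tumors entered the choice of those shown, so the counts are not taken as independent evidence of direction. Without the 2 libraries with a length trend, 8 T cell, 1 NK cell, 1 T/NK effector, 1 dendritic cell and 6 macrophage or myeloid genes passed over all genes.

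Cxcl9, a chemokine that attracts CXCR3-bearing T and NK cells (chromosome 5 of NCBIM37, 92750357 to 92757105), averaged 454.2 ± 199.4 TPM (SD, n = 4) with ALPN-202, 265.7 ± 68.1 (SD, n = 4) with Fc control and 309 ± 87.9 (SD, n = 4) with anti-PD-L1. ALPN-202 replicates 1, 2 and 3 were at 679.5, 473.2 and 470.6 and replicate 4 at 193.6, below all 4 Fc-control tumors (exact two-sided permutation test, p = 0.143). On CPM this turned around, with replicate 4 at 505.1, above the highest Fc-control tumor at 438.2 (exact two-sided permutation test, p = 0.0286, adjusted p = 0.0476 over 10 genes). Its receptor Cxcr3 averaged 8.32 ± 3.61 TPM (SD, n = 4) with ALPN-202 and 2.14 ± 1.29 (SD, n = 4) with Fc control (exact permutation test, p = 0.0571).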

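Genes induced by IFNγ were moderately higher in ALPN-202-treated than in Fc-control tumors. All 26 listed transcription factors, GTPases and chemokines of the IFNγ response had a positive log2 fold change, with a median of 0.63, and 13 were higher when adjusted over the list alone (0 over all genes tested with edgeR, 5 by DESeq2; adjusted p = 0.0433 from camera with an estimated correlation). Among them was Gbp6, an IFNγ-induced GTPase, at 0.95 (standard error 0.22, adjusted p = 0.285 from edgeR). Cd274, which encodes PD-L1 and is also induced by IFNγ, averaged 119.8 ± 52.1 TPM (SD, n = 4) with ALPN-202, 53.4 ± 4.79 (SD, n = 4) with Fc control and 69.7 ± 12.7 (SD, n = 4) with anti-PD-L1 (exact permutation p = 0.0857 for ALPN-202 against Fc control).

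Of 18 genes of the TNF and NF-κB response, 13 were positive with a median of 0.54, and 4 were higher when adjusted over the list alone (0 over all genes, 2 by DESeq2). Ptgs2, cyclooxygenase 2, was at 1.07 (standard error 0.23), and Tnfaip3, an inhibitor of NF-κB signaling, at 1.07 (standard error 0.26). This list passed camera with the preset correlation only (adjusted p = 0.135 with an estimated correlation). The same held for the type I interferon response (18 of 18 positive, median 0.48, adjusted p = 0.13 with an estimated correlation), MHC class II presentation (10 of 10, median 0.75, 0.156) and MHC class I presentation (12 of 14, median 0.30, 0.316), each with 0 genes higher when adjusted over the list alone. By fry, which does not compare a list with other genes, the TNF and type I interferon lists passed (adjusted p = 0.0473 and 0.0483) and the MHC lists did not (0.0799 for class II and 0.148 for class I). Without the 2 libraries with a length trend the IFNγ list did not pass camera with an estimated correlation, at a median of 0.70 and with 14 genes past edgeR over all genes. Against anti-PD-L1-treated tumors it did not pass either (median 0.54, 2 of 26 higher when adjusted over the list alone, adjusted p = 0.124 with an estimated correlation). Many genes of the IFNγ and type I interferon lists respond to both kinds of interferon, so the 2 lists cannot be read as separate responses.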

We hypothesize that the increased frequency of myeloid lineage transcripts was indirect, and reflected a response to T cell-produced IFNγ and TNFα, though additional work is needed to clearly understand these results. 

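Among the 200 genes with the smallest p in edgeR's test of ALPN-202 against Fc control, 139 were over 2-fold higher with ALPN-202. T cell genes stood out among these 139. They held 13 of the 21 listed T cell lineage and receptor genes where 0.21 would be expected by chance (adjusted p = 2.23e-20, Fisher's exact test against all 14142 genes tested, Benjamini-Hochberg over 26 lists). In the same exact test, of 14 cytotoxic effectors 4 were present (adjusted p = 0.000108), of 9 inhibitory receptors 3 (0.000648), of 8 NK cell markers 2 and of 8 neutrophil markers 2 (0.0134 each), of 10 activation and costimulation genes 2 (0.0178), of 14 dendritic cell markers 2 (0.03), and of 18 TNF response and 19 macrophage genes 2 each (0.0425 each). The IFNγ list, with 2 of 26, did not pass (adjusted p = 0.0632, Fisher's exact test), and the MHC class I, MHC class II and type I interferon lists had 0 genes. Fisher's exact test takes genes as independent, which genes of a list that vary together are not. Many listed T cell and cytotoxic genes are also among those that the study reports from these tumors.

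The genes with the smallest p in edgeR among those higher were Mmp8, neutrophil collagenase (log2 fold change 2.26, standard error 0.36), Htr2a, a serotonin receptor (3.05, standard error 0.55), and Gzmb, followed by T cell genes such as Cd247, the ζ chain of the T cell receptor complex (2.05, standard error 0.40). The adjusted p was 0.283 for each of these 4 in edgeR, and DESeq2 called all 4. In the other direction, Fcrls, an Fc receptor-like gene, had the smallest p in edgeR (-1.43, standard error 0.23), and others with a small p were Hmgb1 (-0.73), Scd2, a stearoyl-CoA desaturase (-1.14), and Pcyt2 (-0.61), again with an adjusted p of 0.283 in edgeR. The 139 were taken by rank, and none passed an adjusted p under 0.05 in edgeR. Ranked by limma on log2(TPM + 1), 80 of 200 were over 2-fold higher, and without ALPN-202 replicate 4 the number of enriched lists was 4 in place of 9.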

Enricher Pathway analysis^36,37^ of the top 124 gene expression changes induced in ALPN-202-treated tumors relative to Fc-control treated tumors showed strong correlations with multiple T cell and other immune cell activation pathways, including T cell receptor stimulation and costimulation gene signatures (Supplementary Data 1), supporting the proposed mechanism of action for ALPN-202.

The dose–response relationship of ALPN-202 in the MC38/hPD-L1 tumor model was investigated (Fig. 5f). ALPN-202, administered as a single IP injection, resulted in a dose-dependent increase in serum exposure (Supplementary Fig. 6) and significant anti-tumor activity even at the lowest dose tested (20 μg).

To understand how ALPN-202 mediates anti-tumor responses in this model, tumors and inguinal lymph nodes were excised from a subset of mice 72 h after treatment with ALPN-202 or Fc control, and tumor-infiltrating immune cells were characterized by flow cytometry. We used the mouse MHC class I p15E tetramer, which recognizes a tumor antigen expressed by MC38 cells, to demonstrate a dose-dependent increase in the percentage of infiltrating tumor antigen-specific CD8^+^ T cells (Fig. 5g). This effect appears limited to the tumor microenvironment, as no change was observed in the percentage of p15E tetramer^+^ T cells in the inguinal lymph nodes tested.

### PD-L1 and CD28 engagement for maximal anti-tumor activity in vivo

To demonstrate that ALPN-202 anti-tumor activity is at least partially mediated by PD-L1-dependent CD28 costimulation and is dependent on simultaneous engagement of both PD-L1 and CD28, we treated MC38/hPD-L1 tumor-bearing mice with ALPN-202 alone or in combination with blocking antibodies to mouse CD28 (clone E18) or human PD-L1 (durvalumab). ALPN-202 treatment induced a significant reduction in tumor growth (Fig. 6a) that was superior to that of PD-L1 blockade. When ALPN-202 was combined with PD-L1 blockade however, anti-tumor activity was reduced, suggesting that ALPN-202 requires PD-L1 binding for anti-tumor activity. No significant change in tumor growth was observed when mice were treated with an anti-CD28 blocking antibody (Fig. 6b). When ALPN-202 was combined with anti-CD28, anti-tumor activity was significantly reduced compared to ALPN-202 administration alone (Fig. 6b). Collectively, these results demonstrate that PD-L1-dependent CD28 costimulation is at least partially responsible for the anti-tumor activity of ALPN-202 in this model.

**Fig. 6:**
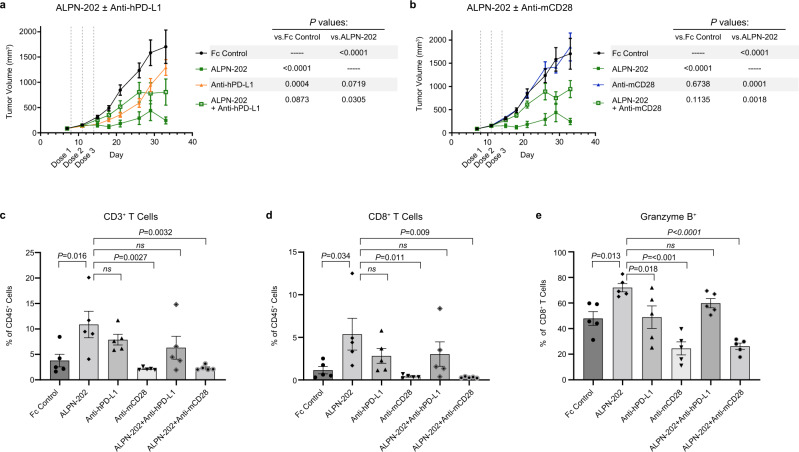
ALPN-202 increases intratumoral inflammatory cell infiltrate in part by hPD-L1-dependent mCD28 costimulation. **a**, **b** The anti-tumor activity of ALPN-202 was significantly blocked by combining with (**a**) anti-hPD-L1 or (**b**) anti-mCD28 blocking antibodies (*n* = 12 mice/group). Mean tumor volumes ± SEM are shown. Tumors were collected from mice 48 h after the second dose, dissociated, and analyzed by flow cytometry. ALPN-202 treatment significantly increased the percentage of infiltrating total CD3^+^ T cells (**c**), CD8^+^ T cells (**d**), and granzyme B^+^ CD8^+^ T cells (**e**) relative to Fc Control treated animals. In each case, this influx in T cells was reduced when ALPN-202 was combined with anti-hPD-L1 or anti-mCD28 antibodies. Statistical significance was determined by repeated-measures two-way ANOVA for treatment effects (**a**, **b**) or one-way ANOVA with Dunnett’s multiple comparisons test (**c**–**e**). Bar height indicates mean value ± SEM and symbols represent individual tumor samples (*n* = 5 tumors per treatment group) (**c**–**e**). Source data are provided as a Source Data file.

Forty-eight hours after the second dose, tumors from a cohort of mice were excised, dissociated, and analyzed by flow cytometry. ALPN-202 significantly increased total T cell infiltration (Fig. 6c), CD8^+^ T cell infiltration (Fig. 6d), and the percentage of granzyme B^+^ CD8^+^ T cells (Fig. 6e) versus Fc control. The percentage of cellular infiltrates was substantially reduced when ALPN-202 was combined with either anti-PD-L1 or anti-CD28 blocking antibodies, again suggesting that ALPN-202-mediated anti-tumor activity is dependent on PD-L1-dependent CD28 costimulation leading to increased T cell infiltration and activation.

### ALPN-202 cooperates with anti-mouse PD-1 for improved anti-tumor activity

Because ALPN-202 does not block the mouse PD-1–PD-L1 interaction, we sought to understand how hPD-L1-mediated CD28 costimulation would compare to or work in combination with mPD-1 blockade in two separate tumor models: MC38/hPD-L1 (Fig. 7a) and the more immunotherapy-resistant B16-F10/hPD-L1 (Fig. 7b). In each model, we tested anti-mPD-1 and ALPN-202 alone or in combination. In both models, each agent alone provided roughly equivalent anti-tumor activity; however, there was a highly significant increase in anti-tumor activity when both agents were combined.

**Fig. 7:**
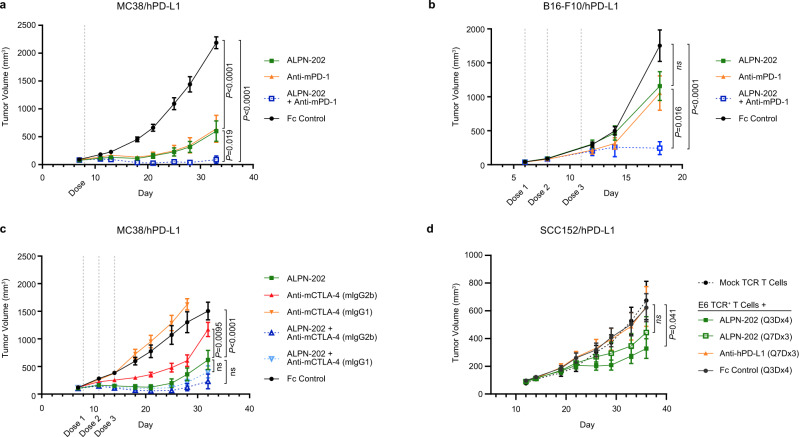
ALPN-202 combines with anti-PD1 and anti-CTLA-4 antibodies and is active in a humanized tumor model. **a**, **b** Tumor growth curves for (**a**) hPD-L1-expressing MC38 tumors (*n* = 10 mice/group) or (**b**) B16-F10 tumors (*n* = 9 mice/group) treated with ALPN-202 (green line), anti-mPD-1 (orange line), a combination of ALPN-202 and anti-mPD-1 (blue), or an isotype control (black). **c** MC38/hPD-L1 tumors (*n* = 9 mice/group) treated with ALPN-202 (green), anti-mCTLA-4 formatted with either mIgG2b Fc (red) or inert Fc (orange), or combinations of ALPN-202 with each mCTLA-4 antibody (dark blue, light blue respectively). **d** Tumor growth curves (*n* = 9 mice/group) from NSG mice implanted with human E6 TCR^+^ transgenic T cells as well as human SCC152/hPD-L1 tumor cells treated with ALPN-202 either every three days for four doses (dark green; Q3Dx4) or once every seven days for three doses (light green; Q7Dx3), anti-hPD-L1 (durvalumab, orange) or Fc control (black). NSG NOD-scid IL2Rγ^null^; E6 TCR, T cell receptor specific for E6 peptide. All experiments were repeated at least two times and data shown are representative. Statistical significance was determined by repeated-measures two-way ANOVA for treatment effects. For all graphs, means ± SEM are shown. Source data are provided as a Source Data file.

### ALPN-202 with Treg-depleting CTLA-4 antibodies improves anti-tumor responses

In mouse models, the anti-tumor efficacy of CTLA-4 antibodies has been linked to their ability to deplete CTLA-4^+^ Treg cells^38^. However, because ALPN-202 was engineered to lack FcR binding, we did not expect depletion of CTLA-4^+^ cells in vivo. We therefore tested whether ALPN-202-mediated anti-tumor activity would be improved when combined with depleting or non-depleting variants of anti-CTLA-4 in the MC38/hPD-L1 model (Fig. 7c). While the inert Fc mCTLA-4 antibody had no anti-tumor activity, the anti-CTLA-4 mIgG2b Fc (which can mediate ADCC) showed a moderate decrease in tumor volume. ALPN-202 had greater anti-tumor efficacy than either antibody alone and this activity was slightly potentiated when combined with anti-CTLA-4 mIgG2b.

### ALPN-202 improves the anti-tumor response of human TCR Tg T cells in vivo

To ensure that ALPN-202 anti-tumor activity translates to a humanized model, we implanted SCC152/PD-L1 tumor cells in immunocompromised NSG mice infused with E6 TCR^+^ T cells. Following the Tg TCR T cell transfer, ALPN-202 was dosed using two different regimens, every three days for four doses (Q3Dx4), or every seven days for three doses (Q7Dx3) and compared to anti-PD-L1 (durvalumab) dosed Q7Dx3 (Fig. 7d). ALPN-202 dosed Q3Dx4 showed a significant decrease in tumor volume, and a trend towards lower tumor volume was observed when ALPN-202 was dosed Q7D. No anti-tumor response was observed in anti-PD-L1-treated mice.

## Discussion

PD-1 and CTLA-4 antagonists have revolutionized the treatment of multiple tumor types by increasing the quality of T cell priming by DCs, improving expansion of stem-like T cells, and ‘reviving’ exhausted tumor antigen-specific T cell responses^39–41^. However, despite our improved understanding of the mechanistic basis of these therapies, the majority of patients still do not achieve lasting remissions and it has been suggested that one contributing factor is a lack of robust T cell costimulation^9,10^. We therefore sought to develop a therapeutic entity that could combine checkpoint inhibition and T cell costimulation to improve the frequency and durability of anti-tumor responses.

Inspired by recent observations that CD80 binds PD-L1 *in cis* and prevents interaction with PD-1^16–18^, we generated a variant CD80 IgV-Fc protein, ALPN-202, with improved affinity for PD-L1. We demonstrate that not only does ALPN-202 bind CTLA-4 and PD-L1 with high affinity, it also provides a PD-L1-dependent CD28 costimulatory signal to T cells in trans leading to increased T cell proliferation and cytokine production when compared to CPI alone. It should be noted that while the affinity of ALPN-202 for PD-L1 is significantly higher than WT CD80, the *K*_D_ is lower than that of therapeutic PD-1 and PD-L1 antibodies^42^ and more experiments are required to evaluate the relative potency of ALPN-202 to block the PD-1–PD-L1 interaction in humanized in vivo tumor models.

To better understand the PD-L1–CD80 interaction, we co-crystallized the CD80 IgV domain from ALPN-202 complexed with a PD-L1 ECD and solved a CD80:PD-L1 structure. PD-L1 binds CD80 on a surface that does not overlap with the CD28–CTLA-4 binding site (Fig. 3b). These data are consistent with recent publications demonstrating that the CD80–PD-L1 *cis* interaction inhibits the PD-1–PD-L1 *trans* interaction while maintaining the CD80–CD28 *trans* interaction^19,43^. A model of this interaction is shown in Supplementary Fig. 8. In agreement with the structural data, we demonstrated PD-L1-dependent CD28 costimulation using a single variant CD80 IgV domain. Thus, simultaneous binding of both PD-L1 and CD28 is not only possible, it is a functionally active interaction.

The clinical success of CTLA-4 and PD-1/PD-L1 CPI has illuminated the utility of harnessing the immune system for generating anti-tumor responses. However, despite the early success with monotherapy CPI, it is now clear that further improvements in rates and durability of responses may require combining checkpoint inhibition with novel therapies that stimulate a proinflammatory immune response within the tumor microenvironment^44^. Of the many T cell costimulatory receptors, CD28 is arguably the most potent, resulting in proinflammatory cytokine production, enhanced T cell survival and proliferation, and increased effector functions when combined with TCR signaling.

Recent reports suggest that both CTLA-4 and PD-1 preferentially suppress CD28 signaling within the tumor, leading to reduced T cell activation, effector function, and metabolism^9,10,15^. In addition to upregulation of CTLA-4 and PD-1 on tumor-infiltrated T cells, in many tumors, the CD28 ligands CD80 and CD86 are poorly expressed both on tumor cells and tumor-associated myeloid cells^11–13,45^. These observations have led several groups to generate novel therapeutics that provide CD28 costimulation either non-specifically, as with WT CD80 ECD-Fc^46^, or specifically via a tumor antigen (TA)/CD28 bispecific antibody^47^ or TA/CD3/CD28 trispecific antibody^48^. Our approach, however, takes advantage of CD80’s unique capacity to bind both PD-L1 and CD28 simultaneously, enabling ALPN-202 to elegantly combine dual checkpoint inhibition with PD-L1-dependent CD28 costimulation in a single therapeutic entity. We anticipate that this combination will generate more potent, clinically meaningful anti-tumor immunity than checkpoint inhibition alone.

## Methods

We affirm that all research described herein complies with all relevant human and animal ethical regulations.

### Directed evolution of human CD80

Yeast surface display libraries containing the randomly mutated IgV domain of human CD80 (residues 35-141) were generated by error-prone PCR as described^21^. Multiple selection strategies were employed to generate a diverse set of candidates. All intermediate selection outputs were assayed for CD28, CTLA-4, and PD-L1 binding by flow cytometry. The pool of mutants from which the lead candidate domain (H2393) was isolated and evolved as follows. A randomly mutated library (2.7 × 10^8^ clones, avg 4.6 mutations/clone) was screened with 2 parallel flow sorting progressions: (A) 3 nM CTLA-4-Fc^+^ (produced at Alpine Immune Sciences) followed by two successive 300 nM CD28-Fc^−^ (R&D Systems) sorts and (B) two successive 300 nM CD28-Fc^−^ sorts followed by a 3 nM CTLA-4-Fc^+^ sort. Yeast plasmid DNA isolated from the A and B terminal sorts was pooled and used as template to build a subsequent error-prone PCR library. This second-round library was screened via the following sort progression: 50 nM PD-L1-Fc^+^ (R&D Systems) followed by 20 mM CTLA-4-Fc^+^, followed by 10 nM PD-L1-Fc^+^ followed by 25 nM CD28-Fc. Each sort step was followed by outgrowth in YPD media (Himedia) at 30 °C and expression induction in media derived from Benatuil et al. (2010), with the substitution of dextrose/galactose with dextrose only at 22 °C before progressing to the next sort.

### Recombinant protein production and purification

CD80 vIgDs were expressed as soluble Fc-fusion proteins as described^21^. Recombinant vIgD Fc-fusion proteins and native IgSF receptor ECD Fc-fusion proteins were produced via transient expression in Expi293F^TM^ cells (Invitrogen Thermo Fisher Scientific) following the manufacturer’s protocol. Protein was purified from conditioned media harvests by capture and elution from Protein A (MabSelect SuRe, GE Healthcare) followed by a Size Exclusion Chromatography (SEC) polishing step (HiLoad 16/600 Superdex 200 pg, 1.6 × 60 cm, GE Healthcare) to generate monomeric, highly purified material. Protein concentrations were based on 280 nm absorbance using extinction coefficients calculated from the predicted primary structure^49^. Purified proteins were formulated in 10 mM acetate, 9% sucrose, pH 5.0, and stored at −80 °C. A sample vial was thawed and assessed by analytical SEC to demonstrate stability after thaw. Analytical SEC was performed on a G3000SW XL column (7.8 mm × 30 cm, 5 µM, Tosoh Biosciences) at a flow rate of 0.5 mL min^−1^ using an Alliance 2695 (Waters) with 10 mM Acetate, 250 mM NaCl, pH 5 as running buffer. Purified proteins (50 μl) were applied at 0.5 mg ml^−1^. Additionally, material was tested for endotoxin (Charles River Laboratories LAL endotoxin kit). Endotoxin levels for all proteins were <1 EU/mg.

### Crystallization of ALPN-202:PD-L1 complex

Monomeric ALPN-202 vIgD domain and PD-L1 ECD domain were prepared as carboxyl terminal His tagged recombinant proteins expressed in Expi293F^TM^ cells, purified by affinity chromatography on IMAC columns (HisTrap Excel, GE Health Care) and buffer exchanged into 10 mM acetate, 9% sucrose, pH 5.0. The ALPN-202:PD-L1 complex was prepared by mixing ALPN-202-derived CD80 vIgD His and PD-L1 ECD His proteins at a 1.2:1 molar ratio and the CD80 vIgD:PD-L1 complex was isolated by SEC fractionation. The complex was concentrated, flash frozen in liquid nitrogen and stored at −80 °C until ready for crystallization.

Crystals of the CD80 vIgD in complex with PD-L1 were grown using the vapor diffusion method. The complex crystals were grown at 6.7 mg mL^−1^ from reservoir solution (0.03 M sodium nitrate, 0.03 M sodium phosphate dibasic, 0.03 M ammonium sulfate, 0.1 M sodium HEPES/MOPS (acid), pH 7.5, 20% v/v glycerol, 10% w/v PEG 4000). Crystals were frozen directly from the crystallization drop.

Datasets were collected at 100 K at station I03, Diamond Light Source, Didcot, England (λ = 0.9763 Å) equipped with a Pilatus3 6 M detector. Data were processed using XDS^50^ and merged using Aimless^51^. A data set for ALPN-202 CD80 vIgD in complex with PD-L1 was collected to 3.15 Å. Crystals belonged to space group P2_1_2_1_2_1_ and had cell dimensions: *a* = 59.9, *b* = 122.2, *c* = 152.7 Å; α, β, and γ = 90°.

The structure was determined by molecular replacement using the Molrep software^52^. Published CD80 (PDB: 1DR9^30^) and PD-L1 (PDB: 5JDR^53^) structures were used as initial models and the binding surface and contact residues within 4 Å between the CD80 vIgD and the PD-L1 ECD were determined by using CONTACT of the CCP4 software package^54^. Two complexes of ALPN-202 and PD-L1 were found in the asymmetric unit. The structure was refined using Refmac5^55^, then in Buster (Global Phasing Ltd.), and model building was carried out in Coot^56^. In the final refinement, the crystal structure of PD-L1 to 1.95 Å resolution (PDB: 4Z18), was used as a target for geometrical restraints. The structure of the CD80 vIgD in complex with PD-L1 includes amino acids 35–140 of the CD80 vIgD in chain A, 19–227 of PD-L1 in chain B, 35–57, 61–77, 80–122, and 126–140 of the CD80 vIgD in chain C, and 19–227 of PD-L1 in chain D. The side chains of Asn-53 and Asn-89 of CD80 vIgD (chains A and C), and Asn-35, Asn-192 and Asn-200 of PD-L1 were glycosylated. Thr-127 of PD-L1 in chain B was phosphorylated. Ramachandran plot quality was calculated using MolProbity v4.02b-467^57^. The data and model quality parameters are in Supplementary Table 2. The average area covered by the binding interactions was calculated using AREAIMOL (Supplementary Table 3). AIMLESS, Molrep, Coot, AREAIMOL, and CONTACT are all part of the CCP4 Software Suite v7.0.044 of the CCP4 software package.

### Accession number

Structure coordinates of the ALPN-202 CD80 vIgD:PD-L1 ECD complex have been deposited in the worldwide Protein DataBase (wwPDB) with accession number 7TPS.

### Modeling of trimeric CD28:ALPN-202:PD-L1 complex

The ALPN-202 CD80 vIgD:PD-L1 ECD structure was co-aligned with both the B7-1:CTLA-4 crystal structure (PDB: 1I8L^32^) and chain C from the CD28-Fab crystal structure (PDB: 1YJD^51^) to demonstrate availability of co-binding between the molecules. The ALPN-202 CD80 vIgD:PD-L1 structure was aligned with the PD-1:PD-L1 crystal structure (PDB: 4ZQK^58^) to demonstrate the blocking potential of ALPN-202 CD80 vIgD to the binding of PD-1 by PD-L1. Structure modeling was performed using The PyMol Molecular Graphics System Version 2.3.3 (Schrödinger, LLC).

### Generation of stably transduced cell lines

Mammalian cells expressing cell surface CD28, CTLA-4, and PD-L1 were generated independently by cloning DNA encoding the full-length proteins into the lentiviral vector pRRL downstream of an MND promoter and Kozak sequence located downstream of the cPPT element. All inserts were preceded by native signal peptides to direct cell surface expression. To monitor lentiviral transduction efficiency and selection of stable integrants, protein expression was translationally coupled to EGFP or a puromycin resistance gene via an intervening T2A peptide^59^. Lentiviral vectors, and helper plasmids pMD2.G and psPAX2 were transfected into Expi293F^TM^ (Thermo Fisher Scientific) cells to generate lentiviral particles. Viral particles were used to infect target cells for stable lentiviral expression^60^. For some experiments, the pLVX-EF1α-IRES-Puro lentiviral vector, Lenti-X Packaging Single Shots packaging plasmids and Lenti-X 293 X packaging cell line were used to generate viral particles per the manufacturer’s protocol (Clontech, Takara Bio). Viral supernatants were collected 48–72 h after transfection and in some cases concentrated using the Lenti-X^TM^ Concentration kit (Clontech, Takara Bio) per the manufacturer’s protocol. Target cells were seeded in growth media in a 6-well plate (Corning) and 1 mL virus was added with Polybrene at a final concentration of 10 μg mL^−1^. The plate was spun at 2500 rpm for 30 min and incubated overnight at 37 °C in 5% CO_2_. Media was changed the next day and protein expression was monitored by flow cytometry.

### Cell lines and primary cells

GloResponse™ IL-2-*luc2P* Jurkat cells (Promega) were cultured in RPMI 1640 supplemented with 10% fetal bovine serum, 1 mM sodium pyruvate and 200 µg mL^−1^ hygromycin B. aAPCs were K562 cells (ATCC #CCL-243) virally transduced to stably express a transmembrane anti-CD3 single chain Fv (scFv) and/or wild type PD-L1. Expi293™ cells (Thermo Fisher Scientific) were used to produce proteins or transiently express mouse CD28, CTLA-4, and PD-L1. ExpiCHO-S™ cells (Thermo Fisher Scientific) were virally transduced and selected for stable expression of human CD28, PD-L1, or CTLA-4. MC38 (originally from the laboratory of Dr James Allison), B16-F10 (ATCC #CRL-6475), and SCC152 (ATCC #CRL-3240) cells were virally transduced and selected under puromycin (2%) for stable expression of human PD-L1. CD28, PD-L1, or CTLA-4 expression was confirmed by flow cytometry.

Human whole blood as well as cryopreserved peripheral blood mononuclear cells and purified T cells were purchased from Bloodworks Northwest, an AABB and CLIA accredited agency. Monocytes were isolated from LRS chambers (Bloodworks Northwest) using the EasySep™ Human Monocyte Isolation Kit (StemCell Technologies). Blood and blood products (cells) were collected from heathly, consented adults under WIRB Protocol #20151321 (NML DONOR_BLOOD_002).

### Binding affinity measurement by surface plasmon resonance (SPR)

Affinity determination was conducted on a Biacore 3000 (GE) optical biosensor equipped with a CM5 sensor chip prepared with goat anti-human IgG capture antibody (Jackson ImmunoResearch Laboratories). ALPN-202 or WT CD80 ECD-Fc was captured to a level of 120 RU and 160 RU, respectively. For kinetic assays, serial dilutions of recombinant monomeric human CD28, CTLA-4, and PD-L1 (Acro Biosystems) were prepared as follows: CD28, 500 nM to 6.17 nM; CTLA-4, 175 nM to 2.16 nM; and PD-L1, 1500 nM to 18.5 nM. Each analyte titration was run in triplicate in two separate experiments and multiple blank (buffer) injections were conducted to assess and subtract system artifacts. Association phases for all analyte concentrations were monitored for 240 s, while the dissociation phases were collected for 600 s, at a flow rate of 30 μL/min.

Data were aligned, double referenced, and fit using Scrubber v2.0^®^ software (BioLogic Software Pty Ltd.). For kinetic data, association and dissociation phases were globally fit to the 1:1 binding model, to determine ka, kd, and Rmax values. KD was determined by the quotient of the dissociation rate to the association rate. For the weak CD28–WT CD80 and PD-L1–WT CD80 interactions, KD was estimated and expressed as a minimal KD by using the theoretical Rmax as a fixed parameter in the global fit.

### Binding to human and mouse CTLA-4, CD28, and PD-L1 by flow cytometry

ExpiCHO cells stably expressing human or mouse CTLA-4, CD28 or PD-L1 were cultured in shake flasks containing ExpiCHO™ Expression Medium (Thermo Fisher Scientific) in a 37 °C, 8% CO_2_ humidified incubator. To measure binding to CD80 counter-structures, CHO cells were plated in a 96-well U-bottom plate and incubated 60 min on ice with serial dilutions of ALPN-202, WT hCD80-Fc, WT mCD80-Fc, or Fc control. Cells were washed and bound drug detected using PE or Alexa Fluor® 647-conjugated polyclonal anti-human Fc (Jackson ImmunoResearch). Cells were analyzed using a Becton Dickinson LSRII flow cytometer and data analyzed using FlowJo v7 software.

### Blockade of PD-1–PD-L1, CD28–CD80 and CTLA-4–CD80

CD80-Fc and PD-1-Fc proteins (R&D Systems) were conjugated with Alexa Fluor^®^ 647 (Molecular Probes^®^ Alexa Fluor^®^ Antibody Labeling Kit, Thermo Fisher Scientific) according to manufacturer’s instructions. To measure blockade of PD-1 - PD-L1, K562/PD-L1 cells were plated in a 96-well plate and incubated with serial dilutions of ALPN-202, anti-PD-L1 (atezolizumab), or Fc control. Cells were washed and incubated with PD-1-Alexa Fluor 647. Bound PD-1 was detected using a Becton Dickinson LSRII flow cytometer and data analyzed using FlowJo v7 software. To measure blockade of CD28 - CD80 and CTLA-4 - CD80, CHO cells stably expressing CD28 or CTLA-4 were plated in 96-well plates and incubated with serial dilutions of ALPN-202, anti-CD28 (clone 28.2, BioLegend), anti-CTLA-4 (ipilimumab) or Fc control. Cells were washed and incubated with CD80-Alexa Fluor 647. Bound CD80 was detected using a Becton Dickinson LSR II flow cytometer and data analyzed using FlowJo v7 software.

### SHP-2 recruitment assay

40,000 PathHunter^®^ Jurkat PD-1/SHP-2 cells (DiscoverX) were co-cultured with 60,000 K562/PD-L1 cells in the presence of ALPN-202, WT CD80 ECD-Fc, anti-PD-1 (nivolumab), anti-PD-L1 (atezolizumab), or Fc control. Test articles were serially diluted and added to cell plate for final concentrations of 200 nM to 0.003 nM. After 2 h, detection reagent (DiscoverX) was added to each well and luminescence measured.

### Artificial APC T cell stimulation assay

K562 cells stably expressing membrane-anchored anti-CD3 single chain Fv (clone OKT3) and/or PD-L1 were plated at 12,500 cells/well in 96-well plate. 1 × 10^5^ primary T cells (Bloodworks Northwest) and serial dilutions of each test article were added to each well. In some cases, titrations of ALPN-202 or monomeric CD80 vIgD were combined with 100 nM blocking anti-PD-L1 or anti-CD28. Plates were incubated 24 h at 37 °C. Secreted IL-2 was measured using a LEGEND MAX™ Human IL-2 ELISA kit (BioLegend).

In separate experiments, 1 × 10^5^ primary T cells were co-cultured with 2 × 10^4^ K562/PD-L1 cells and incubated with a 100 nM–0.02 nM ALPN-202, agonist anti-CD28 (clone 28.2, BioLegend), Fc control, anti-PD-L1 (atezolizumab), anti-CTLA-4 (ipilimumab), or a combination of anti-PD-L1 and anti-CTLA-4. Submaximal TCR stimulation was provided by 12.5, 2.5, 0.5, or 0 nM anti-CD3 (clone OKT3, BioLegend). After 16 h supernatants were collected and analyzed for secreted IL-2. Cells were then treated with brefeldin A/monensin for 6 h and characterized by flow cytometry for intracellular IL-2 and CD25 upregulation. Four donors were tested in two separate experiments with all samples run in triplicate.

### Simultaneous CD28 and PD-L1 binding to ALPN-202 by SPR

ALPN-202 was captured to the sensor chip as described previously and monomeric analytes (1500 nM CD28, PD-L1, or CTLA-4) were sequentially co-injected to saturate binding with a 180 s association phase for each injection at a flow rate of 30 μL min^−1^. Single analyte injections were paired with blank buffer injections as controls. Samples were run in duplicate and sensorgram overlays depicted in Fig. 2e.

### Generation of human E6 TCR transgenic T cells

Cryo-preserved purified primary human T cells (Bloodworks Northwest) were thawed and incubated 6 h in media containing 100 IU/mL IL-2 and anti-CD3/anti-CD28 beads (Dynal) at a 2:1 bead to cell ratio. Titered viral stocks were added to attain a multiplicity of infection of 4 and incubated overnight at 37 °C. Viral supernatants were removed and fresh media including 100 IU/mL IL-2 was added. Cultures were incubated 2 days at 37 °C. On day 3, beads were removed by magnetic selection and cells were replated in media containing IL-2 as above. Cultures were incubated for an additional 7 days with media changes every two days including IL-2 as above. T cells were harvested on day 10 and transduction efficiency was evaluated by flow cytometry for the presence of the mouse Cβ constant region included in the E6 TCR.

### T cell and M2c macrophage coculture assays

M2c macrophage polarization was performed in 96-well plates by differentiating 50,000 monocytes/well in complete X-Vivo 15 media (Lonza) with 100 ng/mL of M-CSF for 5 days. Differentiated macrophages were polarized to an M2c phenotype with 50 ng/mL of IL-10 for 2 days. Alternatively, differentiated macrophages were polarized to an M1 phenotype with 100 ng/mL of IFNγ and 1 ng/mL of LPS for a positive control. Macrophages were characterized by flow cytometry using 1:100 dilutions of antibodies specific for human CD80, CD86, CD163, CD206, MHC class II, and PD-L1 (Supplementary Fig. 5). (Fig. 4a–d) Polarized macrophages in each well were co-cultured with 5 × 10^5^ autologous CellTrace™ Violet (CTV; Thermo Fisher Scientific)-labeled T cells with different concentrations of test articles and 100 ng/mL anti-CD3 (clone OKT3). Cell culture supernatants were harvested at 24 h for IL-2 quantitation by HTRF (Cisbio). Dilution of CTV was used to measure T cell proliferation at 72 h. Supernatants were also harvested at end of assay to measure IFNγ, IL-2, TNFα, GM-CSF and IL-21 using a multiplex bead-based magnetic MAGPIX™ assay (Luminex). (Fig. 4e) M2c polarized macrophages, E6 TCR^+^ T cells, and PD-L1^+^ SCC-152 tumor cells (25,000 each) were co-cultured in triplicate wells for 24 h in the presence of test articles. Supernatants were collected and soluble IFNγ, IL-2, and TNFα were quantitated.

### Jurkat IL-2 reporter assay

K562/PD-L1 cells expressing membrane-anchored anti-CD3 scFv (clone OKT3) were plated at 25,000 cells/well in a white, 96-well plate. 1 × 10^5^ GloResponse™ IL-2-*luc2P* Jurkat cells (Promega), serial dilution of monomeric CD80 vIgD, and 100 nM anti-CD28, anti-PD-L1 or Fc control was added to each well. Plates were incubated 5 h at 37 °C. After incubation, an equal volume of BioGlo™ Assay Reagent (Promega) was added to each well and luminescence measured.

### Mouse tumor studies

All mouse studies were performed under Alpine Immune Sciences (AIS)-affiliated Institutional Animal Care and Use Committee (IACUC) protocol number 5305-01. During the development and evaluation of therapeutics in mouse tumor models (including the human PD-L1 transduced MC38, B16-F10, and SCC152 models in this paper), we conducted power calculations to estimate minimum sample sizes that are appropriate for determining statistically significant differences in tumor volumes over time (power = 0.80; alpha = 0.05). The results of those calculations (9–10 animals per group for tumor studies) are used for all studies in which the same model and Fc control treatment are used. For all MC38 and B16-F10 tumor studies, female C57BL/6NJ mice (8–10 weeks old at study start) were purchased from the Jackson Laboratory. For the SCC152/hPD-L1 tumor model using human E6 TCR Tg T cells, female NOD-*scid* IL2Rgamma^null^ (NSG) mice (aged 7–8 weeks) were purchased from Jackson Laboratory. All mice were housed under specific pathogen-free conditions at 24 ± 2 °C on a 12-h light/12-h dark cycle at the Association for Assessment and Accreditation of Laboratory Animal Care (AAALAC)-approved animal facility affiliated with AIS. All mice had free access to food and water at all times. Tumor progression was monitored twice weekly by caliper measurements and tumor volume was calculated as length × (width^2^)/2. Though maximum allowable tumor volume was 2000 mm^3^, mice were euthanized when tumor volumes reached 1500 mm^3^ or appeared ulcerated. No tumors reached the maximum 2000 mm^3^. Data were analyzed and presented as mean tumor growth ± SEM. Statistical significance was determined using repeated measures two-way ANOVA.

### MC38 and MC38/hPD-L1 tumor studies

1.5 × 10^6^ MC38 cells were implanted subcutaneously (SC) into the flanks of C57BL/6NJ mice. After 7 days (mean tumor volumes were 53–104 mm^3^), mice were randomly assigned to treatment groups and treatments initiated either the same day or the following day via intraperitoneal (IP) administration. For repeat-dose studies comparing ALPN-202 to WT CD80 ECD-Fc, anti-hPD-L1 (durvalumab; Catalent), anti-mCTLA-4 (clone 9D9; BioXcell), anti-mPD-1 (clone RMP1-14; BioXcell) or anti-mCD28 (clone E18; mouse IgG2b Fc silent^™^; Absolute Antibody), mice were treated with one or three doses (depending on the study) of 100 μg of ALPN-202, 100 μg of the appropriate antibody (anti-hPD-L1, anti-mCTLA-4, anti-mPD-1, or anti-mCD28 as noted above), 130 μg of WT CD80 ECD-Fc or 75 μg of Fc control every 2 or 3 days as indicated. For the dose-ranging study (Fig. 5f, g, and Extended Data Fig. 6), single IP injections of 20, 100, 500, or 1500 μg ALPN-202 or 75 μg of Fc control were administered on day 8. Serum was collected from subsets of 3 mice per group per time point at various time points after dosing (1–840 h) for pharmacokinetic (PK) analysis. Serum concentrations of ALPN-202 were determined by an ELISA developed at AIS and PK parameters estimated using Phoenix WinNonlin v6.4 software (Certara). In studies that included ex vivo analysis of tumors by flow cytometry (Figs. 5, 6) or RNA-Seq (Fig. 5), mice were randomized to the ex vivo subgroups at the time of staging on day 7. The ex vivo subgroups had similar mean tumor volumes as the mice used to monitor tumor growth. To evaluate the effect of blocking PD-L1 or CD28 antibodies on ALPN-202 responses in vivo, ALPN-202 was co-administered with either anti-hPD-L1 (durvalumab) or an anti-mCD28 blocking antibody (clone E18) administered as 100 μg IP injections on days 8, 11, and 14.

### B16-F10 tumor studies

Female C57BL/6NJ mice were implanted SC with 0.5 × 10^6^ B16-F10/hPD-L1 cells into the right flank on Day 0 and sorted into groups of 13. On days 6, 8, and 11, mice received IP injections of 75 μg Fc control, 100 μg ALPN-202, 100 μg anti-mPD-1 (clone RMP1-14; rat IgG2a; BioXcell), or a combination of ALPN-202 and anti-mPD-1.

### SCC152 xenograft tumor studies

Female NOD-*scid* IL2Rgamma^null^ (NSG) mice (aged 7–8 weeks) were SC implanted in the right flank with 4 × 10^6^ SCC152/hPD-L1 cells prepared in Matrigel (Corning). On day 12, when tumors were 80–120 mm^3^, animals were SC dosed with 10 mg hIgG to reduce FcR-mediated effects of therapeutic treatments. On day 14, animals were randomized into groups of 10 mice each. On day 15, 5 × 10^6^ human E6 TCR^+^ T cells/mouse were transferred via retro-orbital injection. On day 16, test articles were administered as follows via IP dosing: Fc control (75 μg/dose), every 3 days for 4 doses (Q3Dx4); ALPN-202 (100 μg/dose), Q3Dx4; ALPN-202, every 7 days for 3 doses (Q7Dx3); anti-hPD-L1 (durvalumab) (100 μg/dose), Q7Dx3.

### Flow cytometry of MC38 tumors ex vivo

MC38 tumors from 5 mice/group were harvested either 72 h after a single injection (Fig. 5g) or 48 h after the second injection of indicated treatments (Fig. 6c–e). Tumors were enzymatically digested at 37 °C for 42 min using a Mouse Tumor Digestion Kit (Miltenyi Biotec) and a gentleMACS™ Octo Dissociator with Heaters (Miltenyi Biotec) according to manufacturer’s instructions for soft and medium tumors. For each tumor 0.5–1 × 10^6^ live cells were stained with a viability stain (LIVE/DEAD Fixable Aqua, Life Technologies Corp.) according to manufacturer’s instructions, followed by resuspension of the tumor pellets in 5 μg mL^−1^ mouse Fc block (clone 2.4G2; BD Biosciences) and a 45 min incubation on ice with a cocktail of fluorescently-labeled anti-mouse antibodies against CD45 (1:100 dilution; clone 30-F11; BioLegend), CD3ε (1:50 dilution; clone REA606; Miltenyi Biotec), CD4 (1:100 dilution; clone GK1.4; BioLegend), CD8α (1:100 dilution; clone KT15; Invitrogen), and CD11b (1:100 dilution; clone M1/70; BioLegend). In the study that included a PE-conjugated mouse class I p15E tetramer to identify antigen-specific CD8^+^ T cells (Fig. 5g), 7.5 μl tetramer (1:13 dilution; MBL International) was pre-incubated with each tumor cell suspension sample for 30 min at 25 °C prior to addition of the flow antibody cocktail. For granzyme B intracellular staining, surface-stained cells were fixed and permeabilized using an intracellular fix/perm buffer set (BioLegend) prior to a 45 min incubation at 25 °C with anti-mouse granzyme B (1:20 dilution; clone QA16A02; BioLegend). Stained samples were washed and collected onto a Becton Dickinson LSRII flow cytometer. Cell subsets were identified and quantified using FlowJo v10 software using the gating scheme shown in Extended Data Fig. 7.

### RNA-Seq analysis of MC38 tumors ex vivo

Mice implanted with MC38/hPD-L1 cells were allowed to reach tumor volumes of 60 mm^3^ (~7 days). Mice were randomized and treated with a single IP injection of control Fc protein (75 µg), ALPN-202 (100 µg), or anti-PD-L1 (durvalumab) (100 µg) on day 8. Four tumors per treatment group were harvested after 72 h and RNA was prepared from tumor sample lysates.

Total RNA (0.5 ng) was added to lysis buffer from the SMART-Seq v4 Ultra Low Input RNA Kit for Sequencing (Takara), and RT-PCR to generate full-length amplified cDNA was performed. Sequencing libraries were constructed using the NexteraXT DNA sample preparation kit (Illumina) to generate Illumina-compatible barcoded libraries. Libraries were pooled and quantified using a Qubit® Fluorometer (Life Technologies). Dual-index, single-read sequencing of pooled libraries was carried out on a HiSeq2500 sequencer (Illumina) with 58-base reads, using HiSeq v4 Cluster and SBS kits (Illumina) with a target depth of 5 million reads/sample. Base calls were processed to FASTQs on BaseSpace (Illumina), and a base call quality-trimming step was applied to remove low-confidence base calls from the ends of reads. The FASTQs were aligned to the mouse reference genome, using STAR v.2.4.2a and gene counts were generated using htseq-count. QC and metrics analysis was performed using the Picard family of tools (v1.134).

Gene Transcripts Per Million (TPM) were calculated using the gene lengths from NCBIM37 as downloaded via BioMart (ensembl.org) for the May 2012 version. The counts for each gene were divided by gene length and multiplied by 1000. Then all values were divided by the number of million reads in that sample.

Evaluation of differential gene expression between ALPN-202 and Fc control treated tumors was performed using the R-based Needle Genomics Expression Atlas (Needle Genomics). Gene signature analysis was performed by identifying the 200 most differentially regulated genes comparing ALPN-202 with Fc-control treated tumors using false discovery rate (FDR) and focusing on genes upregulated >2x, which yielded a list of 124 genes. Signature transcripts from the indicated immune cell populations were identified using the ImmGen Population Comparison application [https://www.immgen.org/ImmGenpubs.html]. Pathway analysis with this gene set was carried out using the online Enrichr Pathway Analysis tool [https://maayanlab.cloud/Enrichr/].

### Cytokine release assay

For soluble assay, human PBMC from three separate donors (Bloodworks Northwest) were thawed in X-VIVO 15™ media (Lonza) supplemented with antibiotics (100 U mL^−1^ penicillin, 100 µg mL^−1^ streptomycin) and GlutaMAX™ (Thermo Fisher Scientific) and plated at 1.0 × 10^6^ cells/well in quadruplicate in a round-bottom 96-well plate. Test articles were added to appropriate wells incubated for 24 h at 37 °C prior to collection of supernatants. For the solid phase assay format, test proteins were diluted in PBS and aliquoted into 96-well round-bottom plates and incubated overnight at 4 °C. The next day, PBMC were thawed as described above and rested for 3 h at 37 °C at high density. Rested PBMC were added to assay plates and incubated for 24 h at 37 °C. Supernatants were assayed for secreted IFNγ, IL-2, IL-4, IL-6, IL-8, IL-10, and TNFα using a custom MILLIPLEX™ MAP Human Magnetic Bead array kit (Millipore) and following the manufacturer’s instructions. Data were collected on the Millipore MAGPIX™ System.

### Statistics and reproducibility

For in vitro assays, mean or median ± SD or SEM was calculated using GraphPad Prism™ v8. Experiments were independently repeated two or three times and representative data shown. Between three and five donors were used for in vitro assays using human cells to account for donor-to-donor variability. No data were excluded from the analyses.

We conducted power calculations to estimate minimum sample sizes appropriate for determining statistically significant differences in tumor volumes over time (power = 0.80; alpha = 0.05). The results of those calculations (9-10 animals per group for tumor studies) are used for all studies in which the same model and Fc control treatment are used. While not officially blinded, tumor volumes were measured by caliper in a predetermined, consistent manner by individuals with no/limited knowledge of the function of the test articles. Tumor growth curves over time were evaluated for significant differences between treatment groups by repeated-measures two-way ANOVA for ‘treatment’ effects. Ex vivo tumor flow cytometry and RNA transcript data were analyzed by one-way ANOVA with Dunnett’s multiple comparisons test versus Fc control or ALPN-202 (Figs. 5–7). Significant differences between groups for all statistical analyses (*P* < 0.05) were calculated using GraphPad Prism 8. For Enrichr Pathway Analyses, *P*-values were calculated using Fisher’s exact test. The adjusted *P*-value was calculated using the Benjamini-Hochberg method for correction of multiple hypotheses testing. The Odds Ratio was computed using a modification to Fisher’s exact test to indicate a risk of deviation from the expected rank. Combined score was calculated by multiplying the ln(*P*-value) by the inverse of the Odds Ratio.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1

## Data Availability

Structure coordinates of the ALPN-202 CD80 vIgD:PD-L1 ECD complex have been deposited in the worldwide Protein Data Bank (wwPDB; http://www.wwpdb/org) and been assigned accession number 7TPS. RNAseq data is available at the Gene Expression Omnibus (GEO) with accession number GSE161244. Source data for Figs. 1–7, and Supplementary Figs. 1–6 are provided with this paper as a Source Data file. The remaining data are available within the Article, Supplementary Information or Source Data file. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: The engineered CD80 variant fusion therapeutic davoceticept combines checkpoint antagonism with conditional CD28 costimulation for anti-tumor immunity
**Source:** Nat Commun. 2022 Apr 4;13:1790. doi: 10.1038/s41467-022-29286-5
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Title: Supplementary Data 1:

Description: EnrichR Pathway Analysis of the 124 genes upregulated > 2X in MC38/hPD-L1 tumors treated with ALPN-202. Gene counts of the top 124 upregulated (>2x) genes from MC38/hPD-L1 tumors treated with either ALPN-202 or Fc control were analysed using the EnrichR pathway analysis tool. 

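Supplementary Data 1 lists 83 terms and, for each, the overlapping genes of the submitted list, so it names 63 of the paper's 124 genes. They include Cd3g, which encodes a chain of the CD3 complex, the inhibitory receptor genes Ctla4 and Pdcd1, and the cytotoxic effectors Prf1 and Gzmb. Of these 63 genes, 52 passed the expression filter, and all 52 were over 2-fold higher in ALPN-202 than in Fc-control tumors by edgeR's estimate. At an unadjusted p under 0.05, 51 were higher; 0 passed an adjusted p under 0.05 in edgeR over all genes tested, 48 did in DESeq2, and 46 did in edgeR without the 2 libraries with a length trend. Among the 139 genes over 2-fold higher, 46 of the 52 were present. Examples are H2-T24, a nonclassical MHC class I gene (log2 fold change 1.22, standard error 0.25, adjusted p = 0.283 in edgeR), and Slamf7 (1.62, standard error 0.34, adjusted p = 0.283 in edgeR). The study chose these genes on the same tumors, so the counts are not independent evidence of their direction, and no overlap test was run because the table names only part of the 124.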

P-values were calculated using Fisher's exact test. The adjusted P-value was calculated using the Benjamini-Hochberg method for correction for multiple hypotheses testing. Odds Ratio was computed using a modification to Fisher's exact test to indicate a risk of deviation from the expected rank. Combined score was calculated by multiplying the $\ln(\text{pvalue})$ by the inverse of the Odds Ratio. N=4 tumor samples per group.

How the deposited data were processed for this re-analysis (not part of the article)

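RNA-seq values of 12 MC38/hPD-L1 tumors were used, 4 per group, taken 72 h after dosing on day 8 with ALPN-202 (100 µg), anti-PD-L1 (durvalumab, 100 µg) or Fc control (75 µg). The raw counts, as deposited, were made by the authors by trimming read ends, aligning to the mouse genome and counting reads per gene with htseq-count. The Methods name STAR as the aligner, and the submitters' notes list TopHat 1.4.1, HTSeq 0.4.1, Picard 1.134, FastQC 0.11.3 and SAMtools 1.2 with genome NCBIM37, so the aligner is not settled. The TPM values, as deposited, were made by the authors from these counts and NCBIM37 gene lengths. The Methods describe division by the reads of each sample, but every column sums to between 999019 and 999706, so the values are scaled by the length-corrected total.

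The count table held 33018 lines. In it 219 gene names stood on more than 1 line (226 further lines, 0.53% of counts), and 25 names had been changed to dates (0.214% of counts). The TPM table held 32792 lines. No per-sample column was left out. Total counts were 3988266 to 10692817 per tumor. With 4 tumors per group, an exact two-sided permutation test cannot give a p below 0.0286.

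Counts were normalized by TMM, filtered with edgeR's filterByExpr (minimum count 10, minimum total 15; 14142 genes tested) and fitted in 1 quasi-likelihood model of all 12 tumors (edgeR 4.0.16, R 4.3.3; residual degrees of freedom 9). Each of the 3 comparisons between groups was adjusted by Benjamini-Hochberg over all genes tested, with a threshold of 0.05. The 26 fixed gene lists cover T, NK, regulatory T, dendritic, macrophage, neutrophil, B and mast cells, T cell activation, inhibitory receptors, cytotoxic effectors, responses to IFNγ, type I interferon and TNF, MHC class I and II, endothelium, fibroblasts, skeletal muscle, adipocytes, keratinocytes, epithelium, cell cycle, hypoxia, immediate early genes and mitochondrially encoded genes. They were tested with camera (limma 3.58.1) with a preset correlation of 0.01 and with an estimated one, and with fry. For the over 2-fold list, the genes with a fold change over 2 upward were taken from the 200 with the smallest p, and the fixed lists were tested for enrichment in it with Fisher's exact test against all genes tested. The 10 genes of Fig. 5d were compared on TPM by the exact permutation test, adjusted over the 10 (SciPy 1.17.1, NumPy 2.4.6, pandas 2.3.3, Python 3.11.15), and the genes of Fig. 5e by the ratio of mean TPM. Figures were drawn with Matplotlib 3.10.9.

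The genes named in the text were drawn from those of Fig. 5d, Fig. 5e and the results text, the 5 with the smallest p in each direction of each comparison (none passed the threshold in edgeR), up to 4 members of each fixed list with the smallest p, and up to 6 of the genes that Supplementary Data 1 names. The values of the figures had been seen when this pool was set. Most genes of Fig. 5e are not named, and which genes of the pool are was decided with their values in view. Predicted genes and clones were not named.

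The alternatives set in advance were RLE and upper-quartile normalization, library size only, no filter, a strict filter (10 counts in every tumor), DESeq2 1.42.0, limma-voom with and without sample quality weights, robust estimation, the replicate number as a block, the compared groups alone, a threshold of 0.1, limma on log2 TPM with pseudocounts of 1 and 0.1, CPM in place of TPM, Dunnett's comparison, and each tumor left out in turn. After the data were seen, the 2 libraries with a gene length trend were left out, the trend was removed by offsets, and the 4 tumors with high epithelial and adipocyte genes, or all 5 of these libraries, were left out. Replicate numbers were not taken as pairs, since 1 of 12 libraries correlated best with a library of its own number. The 8 tumors of each comparison were also divided into 4 and 4 in all 35 ways.

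The tests were tested on simulated data with the dispersions of these tumors, with the comparison of ALPN-202 and Fc control. With 4-fold higher genes planted, edgeR recovered 77.5% and DESeq2 85%, and with 2-fold higher genes 27.5% and 60%. Of the calls over all planted folds (2, 4, 8, 0.5 and 0.25), 3.5% were false with edgeR and 30.5% with DESeq2. The simulated counts were drawn independently for each gene, without the length trend or a correlation between genes. These shares therefore need not hold for the real tumors.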

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

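Among 132 groups of 4 tumors, 10 held a tumor far from the other 3, where chance would give about 6.6 (1 in 20). Cxcr3 in anti-PD-L1 replicate 2 was at 4.858 TPM, against 1.977 to 2.324 in the other 3. NK cell markers of anti-PD-L1 replicate 4 had a median log2 deviation of -1.25 (others -0.26 to -0.09) and its mast cell and eosinophil markers one of -1.48 (-0.13 to 0.07). Endothelial markers of anti-PD-L1 replicate 2 were at 1.27 (-0.2 to -0.01), keratinocyte markers of ALPN-202 replicate 2 at 2.83 (-2.26 to -1.5) and MHC class I genes of Fc control replicate 3 at -0.51 (0.01 to 0.1). Epithelial genes of Fc control replicate 4 were at 2.87 (-0.41 to 0.01). In ALPN-202 replicate 4, ribosomal protein genes took 5.23% of counts (1.27% to 1.36% in the other 3) and the slope on log2 transcript length was -0.685 (0.031 to 0.074). In anti-PD-L1 replicate 4 this slope was 0.126 (0.009 to 0.029).

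Of the gene lists that share no gene with Fig. 5d or Fig. 5e, inhibitory receptors of T cells (median log2 fold change 1.32), neutrophil markers (1.51, with 8 of 13 listed genes tested) and B and plasma cell markers (1.28, with 2 of 13 tested) were higher in ALPN-202 than in Fc-control tumors. Each passed camera with an estimated correlation, and none of them did without the 2 libraries with a length trend, where the medians were 1.49, 1.51 and 1.41. Supplementary Data 1 names genes of these lists, among them Ctla4, Pdcd1 and Clec4d, and the paper's Discussion treats CTLA-4 and PD-1.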

How the results depend on the processing

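Over the alternatives set in advance, 315 of 354 summary values stayed within 1.5 times and 39 moved. For single genes, 161 log2 fold changes were followed, each of a named gene in 1 comparison. Of their 4130 values, 3892 kept their direction and side of the threshold, 220 became past it and 18 reversed. Counts of genes past the threshold were 0 in all 3 comparisons with edgeR, and stayed 0 with RLE, upper-quartile, library size only, no filter, strict filter, limma-voom, robust estimation, the replicate block, the compared groups alone, a threshold of 0.1, log2 TPM and length offsets. The median log2 fold change of all genes lay between -0.074 and 0.072 under the scalings tried. Limits are the number of tumors and, in ALPN-202 replicate 4, the depth of 3988266 counts. Unless a clause says so, the cause was not tested.

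Below, ALPN-202 counts are given first against Fc control (higher, lower), then against anti-PD-L1. DESeq2 called 186 and 43, then 153 and 42, and among Fig. 5e genes 9 T cell, 1 effector, 1 dendritic and 2 macrophage. limma-voom with sample quality weights called 1526 and 627, then 1647 and 342, and 11 T cell, 1 NK, 2 effector, 3 dendritic and 10 macrophage genes. Chosen after seeing the data, leaving out both length-trend libraries gave 787 and 287, then 647 and 101, with 8 T cell, 1 NK, 1 effector, 1 dendritic and 6 macrophage genes and 5 enriched lists. Leaving out the 4 tumors with high epithelial and adipocyte genes, also chosen after seeing the data, gave 359 and 21, then 0 and 0 in edgeR, with 8 T cell, 1 effector and 1 macrophage gene and 4 enriched lists, and leaving out all 5 gave 1165 and 222, then 751 and 99, with 11 T cell, 1 NK, 2 effector, 3 dendritic and 9 macrophage genes and 5 enriched lists. With 1 tumor left out, counts against Fc control ranged from 0 to 365 higher and 0 to 63 lower, above 0 only without ALPN-202 replicate 4, and were 0 in the other comparisons. Fig. 5e counts ranged from 0 to 6 for T cells, 0 to 0 for NK, 0 to 1 for effector, 0 to 1 for dendritic and 0 to 2 for macrophage genes, the over 2-fold list from 111 to 153 and enriched lists from 4 to 9. The over 2-fold list held 139 genes, 80 with log2(TPM + 1) and 84 with log2(TPM + 0.1); 9 lists were enriched in it, 5 with the strict filter. With the replicate block, 126 and 7.

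Of 26 lists, camera with the preset correlation called 16 higher and 4 lower (ALPN-202 against Fc control), 4 and 3 (anti-PD-L1 against Fc control) and 16 and 5 (ALPN-202 against anti-PD-L1). The estimated correlation gave 9 and 0, 0 and 0, and 7 and 0, and fry 12 and 0, 0 and 0, and 13 and 0. Of the Fig. 5d genes, 0 passed on TPM, 6 on CPM and 6 with Dunnett's comparison.

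Among single genes against Fc control, reversed log2 fold changes with log2(TPM + 0.1) were Atp2a1 -0.23, Myh4 -0.07 and Adipoq -0.22. Adipoq was -0.57 with limma-voom, -0.56 with weights, -0.02 with the replicate block, -0.11 with log2(TPM + 1), -2.41 without both length-trend libraries and -0.35 without the 4 epithelial tumors. Plin1 was 0.33 with weights, 0.5 without the 4 and 0.47 without all 5. Fabp4 was -0.18 with weights, -1.37 without both and -0.17 with length offsets, Lpl -0.47 without both and Cldn7 0.14 with DESeq2. With 1 tumor left out, Adipoq ranged from -2.19 to 3.02, Fabp4 from -1.12 to 2.22 and Lpl from -0.17 to 1.96, reversed without ALPN-202 replicate 4, and Plin1 from -2.1 to 1.53, Krt7 from -2.53 to 0.2, Cldn3 from -3.76 to 1.48, Cldn7 from -4.89 to 3.96 and Krt18 from -5.42 to 2.44, reversed without Fc control replicate 4.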

Differences from the paper's values

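The paper's target depth is 5 (in units of 1e+06 reads per sample). The median total counts were 8.97 (SD 1.67) in Fc-control, 8.59 (SD 2.91) in ALPN-202 and 9.96 (SD 0.72) in anti-PD-L1 tumors, in the same unit. No alternative changes these totals.

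For Gzmb, the Dunnett P of ALPN-202 against Fc control is about 0.0007 in Fig. 5d, read by eye, and was 0.011 on counts, the scale that the panel's values match, 0.012 on TPM and 0.0021 on CPM. None of the alternatives set before the data were examined comes within 1.5 times of the paper's value.

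The paper's over 2-fold list is 124 genes, against 139 here, with the paper's fold and its choice of the 200 genes ranked by FDR. The paper names the software used for the ranking but its text does not name the test. With limma on log2(TPM + 1), the number was 80.

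The paper calls Cd3d, Cd8a, Gzmb and Ifng significantly increased. On TPM with the exact permutation test adjusted over 10 genes, 0 passed, with adjusted p of 0.0952 for Cd3d, Gzmb and Ifng and 0.114 for Cd8a, and in edgeR over all genes none of the 4 passed. The adjusted exact test can pass a gene only when enough of the 10 reach its smallest p of 0.0286 together. Its 0 therefore says little about these 4 genes. Dunnett's comparison on TPM, the test that the paper names, called all 4 (0.00071 for Cd3d, 0.016 for Cd8a, 0.012 for Gzmb and 0.023 for Ifng). The exact permutation test on CPM called Cd3d, Cd8a and Gzmb. DESeq2 and limma-voom with sample quality weights called the same 3, with adjusted p from DESeq2 of 0.0397, 0.00353 and 0.000181. edgeR without ALPN-202 replicate 4 called Cd8a and Gzmb, as did edgeR without both length-trend libraries and without the 4 tumors with high epithelial and adipocyte genes, and edgeR without all 5 called Cd3d, Cd8a and Gzmb; the last 3 settings were chosen after the values were seen.

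Fig. 5d labels each panel as TPM. The means of Cd3d, Cd8a, Cxcr3 and Ifng match the deposited TPM, and those of Foxp3, Icos, Il2ra, Cxcl9, Gzmb and Cd274 match the raw counts instead (for Gzmb with ALPN-202, 837.2 counts and 152.6 TPM).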

Other observations

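Tests of the 6 counts of genes by other divisions of the tumors, of the anti-PD-L1 lists by such divisions, of the spread added by the 2 libraries, of the length trend alone, of GC content as the whole cause of that trend, of a treatment effect on transcript length, of no response in ALPN-202 replicate 4, and of the tumor cells or the treatment as the source of epithelial and adipocyte genes were chosen after the result was seen, as were all settings that leave out more than 1 tumor.

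Neutrophil markers were higher as a group in ALPN-202 than in Fc-control tumors, but unevenly. The list median relative to the median tumor was 1.62, 0.29, 0.26 and 1.46 in ALPN-202 replicates 1, 2, 3 and 4. The Fc controls lay between -1.07 and 0.07, and anti-PD-L1 replicate 1 was at 0.29. Of 13 listed, 8 passed the expression filter, 7 had a positive log2 fold change and 3 were higher when adjusted over the list alone (0 over all genes tested with edgeR, 2 by DESeq2; adjusted p = 0.0389 from camera with an estimated correlation, 0.217 without the 2 libraries with a length trend). Clec4d, a C-type lectin receptor of myeloid cells, was at 1.67 (standard error 0.35), Csf3r, the G-CSF receptor, at 1.59 (standard error 0.58) and S100a9 at 1.60 (standard error 0.74). The longest transcript of S100a9 has 519 bases, and short transcripts were high in ALPN-202 replicate 4. Of 13 listed B and plasma cell markers only 2 passed the filter, and both were positive, with 1 higher when adjusted over the list alone (adjusted p = 0.0433 from camera with an estimated correlation), Cd22 at 1.67 (standard error 0.43) and Cd79b at 0.89 (standard error 0.52).

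All 12 endothelial markers were positive (median log2 fold change 0.72), and this list passed with the preset correlation only (adjusted p = 0.294 with an estimated correlation). Lists lower with the preset correlation only were keratinocyte markers (median -0.21, 0.279), hypoxia and glycolysis genes (-0.23, 0.279), cell cycle genes (-0.16, 0.291) and mitochondrially encoded genes (-0.37, 0.279), with the adjusted p with an estimated correlation second. Mast cell and eosinophil (0.03), fibroblast (-0.02), skeletal muscle (0.64), adipocyte (0.07, where the test's direction was lower), epithelial (-0.30) and immediate early lists (0.19) did not pass either test. In anti-PD-L1 against Fc control, genes with the smallest p in edgeR were Htr2a (2.24), Ebf2 (1.90) and, lower, Eid1 (-1.08), all with an adjusted p of 0.826.

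A hypothesis formed from genes with the smallest p among those lower, Scd2 and Pcyt2 among them, is that genes of sterol and fatty acid synthesis were lower as a set with ALPN-202. Of 32 listed genes 30 were tested and 29 were below 0, with a median of -0.42 (camera p = 0.00212 with an estimated correlation). Because the genes that prompted the list were seen on the same tumors, it may be read only as a hypothesis. Of the 35 divisions of the 8 tumors into 4 and 4, 1, the real one, gave a p as small (smallest other p 0.0177). Chance is argued against but not excluded, since the list was prompted by genes low in the real division. Without the 2 libraries with a length trend p was 0.00676, against anti-PD-L1 0.00192, and anti-PD-L1 against Fc control gave 0.595. The share of tumor cells in each tumor was not tested and stays open.

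With a real count of 0 genes in each direction of each comparison in edgeR, all 35 of 35 divisions had to give as many, so these counts say nothing about chance (highest other 1315 in either direction against Fc control, 0 for anti-PD-L1 against Fc control and 7 against anti-PD-L1). For the over 2-fold list chance cannot be excluded either (7 of 35, real 139, highest other 182), nor for the DESeq2 calls (7 of 35, real 229, highest other 3775). For fixed lists higher with an estimated correlation, chance is argued against in ALPN-202 against Fc control (1 of 35, real 9, highest other 1). The same held against anti-PD-L1 (1 of 35, real 7, highest other 1). Chance is not excluded, since 1 of 35 is the smallest share possible and several lists share genes with those the study reports. The real 0 of anti-PD-L1 against Fc control again says nothing (35 of 35, highest other 1). In ALPN-202 against Fc control the share rests on all 35 divisions. The 19 others that part the 2 length-trend libraries as the real one does are too few for a share under 0.05. Without these libraries no list passed (lowest adjusted p 0.188 from camera with an estimated correlation). Divisions with many more calls than the real one point to a structure of the samples: of 15 others with both length-trend libraries on the same side, 8 had DESeq2 calls and 6 more than the real one, and of 19 with them on opposite sides 1 had DESeq2 calls (41).

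In Fc control replicate 1 and ALPN-202 replicate 4, short transcripts were high and long ones low. A treatment effect is argued against by the other 3 ALPN-202 tumors, whose lowest slope was 0.031. Fewer RNA molecules or lower RNA quality stays open. After thinning to the same total these libraries held at most 16365 detected genes and the other 10 at least 16521. This cannot decide the question, because a shift of counts from long to short genes can by itself lower the number of genes detected. GC content as the whole cause is argued against, since at equal GC content the rank correlation with length was -0.72 and -0.71 (-0.61 and -0.63 uncorrected), but a part played by GC content cannot be told apart from length, because the partial correlation with length exceeded that with GC in size by 0.19 in the smaller case, under the bound of 0.2 set for the test. Without these 2 libraries edgeR called 1074 genes in ALPN-202 against Fc control, against at most 343 for another of the 16 pairs left out, in line with a spread they add, whereas removing the length trend alone gave 0.

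The T cell, activation, inhibitory receptor, cytotoxic, NK cell and regulatory T cell lists held 68 genes tested. Of these, 48 were lower in ALPN-202 replicate 4 than the mean of the other 3 ALPN-202 tumors. The other 20 were above this mean. Cytotoxic effectors were not lowest in replicate 4, with a list median of 1.03 against 1.38, 0.45 and 1.25 in replicates 1, 2 and 3. The length trend is argued against for the 68 genes, since their median log2 difference was -1.2 with the trend removed. For the smaller library, the median was -0.62 as counted and -0.62 with the other 3 libraries thinned to its total (quartiles -1.23 and 0.16). Thinning changes only the total, to which the values are already scaled, so it argues only weakly against the smaller library. Relative to Fc control replicate 1 alone the median was 0.59, and with the length trend removed it was 0.52 relative to the mean of the 4 Fc controls (1.76 for the other 3 ALPN-202 tumors), where single Fc controls lay between -0.69 and 0.34 relative to the mean of the other 3. No response and a smaller response cannot be told apart at a bound of 2 SD of these controls, which was set after the values were seen, whereas a bound at the highest control would have excluded no response. As counted, its list medians were above all 4 Fc controls for T cell (0.36, highest control -0.08), cytotoxic (1.03, 0.28), inhibitory receptor (0.49, 0.01), activation (0.21, 0.05) and NK cell genes (0.46, 0.39), without correction for length, and within the control range of -0.82 to 0.1 for regulatory T cell markers (-0.74).

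Epithelial and adipocyte genes were high in Fc control replicate 4, ALPN-202 replicate 4 and anti-PD-L1 replicates 2 and 4. A treatment effect is argued against by the 3 groups that hold such tumors. A change of the tumor cells alone cannot be told apart: adipocyte medians lay at least 2.9 above those of the other 8, but the 4 tumors were picked by these genes. Mammary gland as the source in all 4 is argued against by a separate list of its genes, at -0.01 in ALPN-202 replicate 4, but the list was at 0.8 in Fc control replicate 4, 2.46 in anti-PD-L1 replicate 2 and 0.55 in anti-PD-L1 replicate 4, above the highest of the other 8 (0.04), so mammary gland stays open in these 3. The list does not test fat tissue without mammary gland, which stays open in all 4.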
